# Transgenic Soybeans Expressing Phosphatidylinositol-3-Phosphate-Binding Proteins Show Enhanced Resistance Against the Oomycete Pathogen *Phytophthora sojae*

**DOI:** 10.3389/fmicb.2022.923281

**Published:** 2022-06-16

**Authors:** Emily E. Helliwell, Peter Lafayette, Brent N. Kronmiller, Felipe Arredondo, Madeleine Duquette, Anna Co, Julio Vega-Arreguin, Stephanie S. Porter, Eli J. Borrego, Michael V. Kolomiets, Wayne A. Parrott, Brett M. Tyler

**Keywords:** soybean, oomycetes, resistance gene, phosphatidylinositol-3-phosphate, *Phytophthora sojae*

## Abstract

Oomycete and fungal pathogens cause billions of dollars of damage to crops worldwide annually. Therefore, there remains a need for broad-spectrum resistance genes, especially ones that target pathogens but do not interfere with colonization by beneficial microbes. Motivated by evidence suggesting that phosphatidylinositol-3-phosphate (PI3P) may be involved in the delivery of some oomycete and fungal virulence effector proteins, we created stable transgenic soybean plants that express and secrete two different PI3P-binding proteins, GmPH1 and VAM7, in an effort to interfere with effector delivery and confer resistance. Soybean plants expressing the two PI3P-binding proteins exhibited reduced infection by the oomycete pathogen *Phytophthora sojae* compared to control lines. Measurements of nodulation by nitrogen-fixing mutualistic bacterium *Bradyrhizobium japonicum*, which does not produce PI3P, revealed that the two lines with the highest levels of *GmPH1* transcripts exhibited reductions in nodulation and in benefits from nodulation. Transcriptome and plant hormone measurements were made of soybean lines with the highest transcript levels of *GmPH1* and *VAM7*, as well as controls, following *P. sojae*- or mock-inoculation. The results revealed increased levels of infection-associated transcripts in the transgenic lines, compared to controls, even prior to *P. sojae* infection, suggesting that the plants were primed for increased defense. The lines with reduced nodulation exhibited elevated levels of jasmonate-isoleucine and of transcripts of a *JAR1* ortholog encoding jasmonate-isoleucine synthetase. However, lines expressing *VAM7* transgenes exhibited normal nodulation and no increases in jasmonate-isoleucine. Overall, together with previously published data from cacao and from *P. sojae* transformants, the data suggest that secretion of PI3P-binding proteins may confer disease resistance through a variety of mechanisms.

## Introduction

Like all eukaryotic organisms, plants have evolved to perceive and respond to a wide spectrum of microbes. These include pathogens, which invade and colonize to the overall detriment of host plants, as well as mutualists that provide benefits such as increased nutrition or protection against biotic or abiotic stress. Plants detect and respond to this wide range of microbes through complex networks of response pathways that integrate information about microbial signals, endogenous signals, and abiotic conditions (Wang et al., 2019). One class of microbial signals includes microbe-associated molecular patterns (also called pathogen-associated molecular patterns, PAMPs) that are widespread across diverse taxa. Well-characterized PAMPs include bacterial flagellin, and chitin from fungal cell walls. These PAMPs are perceived through binding to host plant pattern recognition receptors (PRRs) on the plasma membrane surface, which may trigger a cascade of responses including but not limited to production of defense-related hormones such as salicylic acid, jasmonic acid, and ethylene (Aerts et al., 2021), production of phytoalexins, and pathogenesis-related proteins (Wang et al., 2019). Collectively these responses have been termed PAMP-triggered immunity (PTI) or basal resistance (Jones and Dangl, 2006; Wang et al., 2019; Naveed et al., 2020). These responses are often sufficient to inhibit potential pathogens from colonizing plant tissue to a detrimental degree.

Successful pathogens can overcome PAMP-triggered defense responses to enter and colonize host cells through production of toxins or specialized effector proteins that can inhibit basal defense, as well as initiate metabolic, physiological, or morphological changes within host cells to facilitate colonization (Torto-Alalibo et al., 2010). Effector proteins may be targeted to the apoplast or to the host cell cytoplasm. These proteins are often specific to particular pathogen species or strains. An additional, highly effective layer of plant defense, called effector-triggered immunity (ETI), is initiated by the detection of pathogen effectors by cytoplasmic receptors (Wang et al., 2019). Detection of apoplastic effectors by cell surface receptors can also trigger an effective defense response (Wang et al., 2019). Many plant disease resistance genes identified by plant breeders encode these cell surface or cytoplasmic receptors. However, those resistance proteins typically recognize only specific effectors, rendering otherwise resistant plants vulnerable against pathogen strains that do not produce the recognized effector. For this reason, an important goal has been the search for conserved pathogen processes that could be inhibited to produce broad-spectrum immunity.

Oomycete pathogens produce a superfamily of cytoplasm-targeted effectors characterized by a highly conserved Arg-X-Leu-Arg (RXLR) motif located near the N-terminus (Jiang et al., 2008), which is required for movement into plant cells (Whisson et al., 2007; Dou et al., 2008; Kale et al., 2010; Song et al., 2013). Analysis of fungal effectors has suggested that some may utilize related motifs (Kale et al., 2010; Rafiqi et al., 2010; Plett et al., 2011). Furthermore, some research has suggested that RXLR and RXLR-like motifs may bind to the lipid phosphatidylinositol 3-phosphates (PI3P), as part of the process of delivering effectors inside the plant cell (Kale et al., 2010). That observation has motivated attempts to interfere with the interaction of effectors with PI3P by secretion of PI3P-binding proteins. Helliwell et al. (2016) showed that constitutive expression of a transgene composed of a PI3P-binding domain fused to a soybean PR1a secretory leader conferred increased resistance against both oomycetes (*Phytophthora tropicalis* and *Promecotheca palmivora*) and fungi (*Colletotrichum theobromicola*) in *Theobroma cacao* using both transient and stable transformation methods. Lu et al. (2013) showed that secretion of PI3P-binding proteins by *P. sojae* interfered with infection of soybean and that PI3P-binding proteins targeted the surface of *P. sojae* hyphae. Zhou et al. (2021) also showed that PI3P-binding proteins could target the surface of *Phytophthora* hyphae to confer improved disease resistance in transgenic soybean and potato plants.

In this study, we constructed stable transgenic soybean (*Glycine max*) plants expressing several lipid-binding proteins and control proteins. We observed that soybean plants expressing functional PI3P-binding proteins fused to a soybean PR1a secretory leader exhibited substantially increased resistance to *Phytophthora sojae* infection, though some, but not all, lines also exhibited reduced colonization by the mutualistic nitrogen-fixing bacterium *B. japonicum*, which is not known to produce PI3P. In the transgenic soybean plants expressing PI3P-binding proteins, measurements of the transcriptomes and of plant hormones suggested that the plants may be primed for elevated defense.

## Materials and Methods

### Generation and Validation of Soybean Transgenic Lines

The PI-P-binding domains fused to EGFP were amplified from pGH126gfp (Helliwell et al., 2016) with primers PR1a-F-Asc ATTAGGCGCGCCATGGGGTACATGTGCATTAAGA and eGF P-R-Avr, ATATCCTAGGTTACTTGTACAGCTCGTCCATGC and cloned into pGmUbiP between the soybean GmUbi3 promoter (Hernandez-Garcia et al., 2009) and the pea rbcS terminator (Coruzzi et al., 1984). The expression cassette was then moved into pSPH2 (Jacobs et al., 2015), which contains a hygromycin phosphotransferase gene under the control of the potato Ubi3 promoter and terminator for transgenic event selection. Transgenic soybeans were derived as described by Hancock et al. (2011). Events homozygous for the hph gene and null segregants were identified using Invader (Third Wave AgBio, Madison, WI) and verified with primers PR1a-F-Asc and eGFP-R-Avr.

### Inoculation With *Phytophthora sojae* and Quantification of Disease

For all inoculation conditions, six soybean seeds were sown in potting soil in 6-inch pots and maintained in growth chambers at 28°C light/24°C dark. For inoculation of detached soybean trifoliate leaves with zoospores, *P. sojae* strain P6497 (race 2) was inoculated on sterile 10% V8 agar and then incubated for 10 days at 23°C in the dark. Zoospores were produced by washing the resulting mycelia on the plates with sterile deionized water, every 30 min for 4 h, until zoospore release began. Plates were then flooded with 7 ml deionized water and incubated for 12–16 h at 14°C in the dark. The second trifoliate leaves were cut from 14-day-old soybean plants and placed in petri dishes containing a Kimwipe (Kimberly–Clark) wetted with 1 ml of sterile deionized water. Each leaflet of a trifoliate leaf was inoculated with a single drop of deionized water containing 200 zoospores (2 × 10^3^ zoospores per ml). Plates were sealed with parafilm and incubated for 4 days at room temperature, with 12-h dark and light. Disease severity was assessed by photographing each leaflet and measuring the area of each lesion using ImageJ (Schneider et al., 2012). To measure the relative amount of *P. sojae* biomass, inoculated leaflets were frozen in liquid nitrogen, and genomic DNA was extracted using a CTAB method (Helliwell et al., 2016). For quantitative real-time PCR (qRT-PCR), Takara SYBR green was used according to the manufacturer’s instructions, with 50 ng of genomic DNA per reaction with primers measuring housekeeping genes *G. max Cyclophilin 2* (*CYP2*) and *Phytophthora sojae Actin* (Wang et al., 2011). The ΔΔC_t_ method was used to calculate the relative quantity to *P. sojae* gDNA to *G. max* gDNA (Wang et al., 2011).

For hypocotyl inoculation, *P. sojae* P6497 was inoculated onto sterile 10% V8 agar and incubated in the conditions described above for 7 days. On the day of inoculation, soybean hypocotyls (on 10-day-old soybeans, six per pot) were wounded by gently scraping 0.5 cm between the soil line and the cotyledons, and a 2.5-mm^2^ square of *P. sojae* mycelia was placed, mycelial side down over the wounded area. Inoculated plants were maintained in a growth chamber at 28°C light/24°C dark for 3 days; then, plants were scored by measuring the lesion length and the percentage of collapsed plants per pot.

### Inoculation With *Bradyrhziobium japonicum* and Quantification of Nodulation

Soybean seeds were sterilized by exposure to chlorine gas for 6 h and then sown individually into 130-ml cone-shaped containers containing a sterile mix of 2:1 sand and SunGrow Sunshine #1 potting medium (Sun Gro Horticulture). *Bradyrhziobium japonicum* USDA 110 was maintained on plates containing modified arabinose gluconate (MAG) agar and inoculated into a 1-ml culture of MAG media and incubated at 28°C, 270 rpm for 48 h. The 1-ml cultures were added into a 24-ml volume of MAG media in a 50-ml Falcon tube and incubated at 29°C, 270 rpm for 72 h (modified from Sachs et al., 2011). *Bradyrhziobium japonicum* cells were harvested and resuspended in sterile 1/2X Jensen’s media at a concentration of 10^7^ cells/ml. Nine-day-old plants were inoculated by pipetting 1 ml of either the *B. japonicum* suspension or negative (1/2X Jensen’s buffer) at the base of the shoot. Plants were maintained in 28°C/24°C day/night greenhouse conditions for 4 weeks before harvest and data collection.

Just prior to harvest, a Soil Plant Analysis Development (SPAD) chlorophyll meter (Spectrum Technologies) was used to quantify leaf chlorophyll content by taking a reading from the center of the middle leaf in the 1st, 2nd, and 3rd trifoliate. The shoots were clipped off at the soil line, then placed into an envelope, and dried in a 60°C oven for 3 days before collecting shoot weight. Roots were washed to remove all planting substrate; then, the total number of nodules was counted per root. The size (diameter) was recorded for the largest three nodules on each root using a set of calipers.

### Assay of Soybean Transcript Levels by Quantitative Real-Time PCR

RNA was extracted from primary leaves of 10-day-old soybean seedlings using RNeasy (Qiagen) RNA extraction reagent according to the manufacturer’s instructions. cDNA synthesis was performed by pre-treating 1 μg RNA with DNAse I (Promega) at room temperature for 30 min. cDNA synthesis from RNA was performed using 50 ng oligo(dT) and New England Biolabs (NEB) M-MLV according to the manufacturer’s instructions. qRT-PCR was performed on an Applied Biosystems PRISM® 7500 FAST Sequence Detection System using Takara SYBR green according to the manufacturers’ instructions.

### RNA Sequencing and Transcriptomic Analysis

Six soybean seeds were sown per pot, seven pots per line per replicate. Pots were arranged in a randomized block design and maintained in a growth chamber under the conditions described above. Soybean hypocotyls were inoculated as described above, with four pots per line inoculated with *P. sojae* P6497 (*P. sojae*-inoculated), and three pots per line inoculated with a sterile 2.5-mm^2^ square of 10% clarified V8 agar (mock-inoculated). Hypocotyl segments, 1 cm long, centered on the inoculated areas were harvested 12 h later, pooling 18 plants each for mock- and *P. sojae*-inoculated lines, then snap-frozen in liquid nitrogen and stored in −80°C. One *P. sojae*-inoculated pot per line was maintained for an additional 3 days in the growth chamber to verify successful inoculation. The experiment was repeated independently three more times (for a total of four replicates), and the three most successful (determined by verification of disease development) replicates were used for RNA sequencing. RNA was extracted from each sample (pool of 18 hypocotyl segments per treatment per line) by the method described above, and 1 μg of total RNA sequenced on an Illumina HiSeq 3000, using a 150-base pair, paired-end module at the Oregon State University Center for Genome Research and Biocomputing. Supplementary Table 2 shows the detailed FASTQ report, including the numbers of passed filter reads, the yield, and the quality score for each demultiplexed RNA sample.

The *G. max* genome v1.1 (Schmutz et al., 2010) or the *P. sojae* genome v3.0 (Tyler et al., 2006) was indexed using TopHat (Trapnell et al., 2009), and the fastq files were aligned to the genome with Bowtie2 (Langmead et al., 2009). Count tables to quantify the number of reads per gene were generated with the SAMtools function htseq-count (Li et al., 2009). Normalization of the number of counts was run using EstimateSizeDisperson function, and PCA plots were conducted using the R package DESeq (Anders and Huber, 2010). A mixed model analysis, using replicate as a random effect, was run to determine differential expression with a significance cutoff of Benjamini–Hochberg-adjusted *p* < 0.1. The transcriptome data have been deposited in the NCBI Gene Expression Omnibus database accession GSE201739.

### Gene Ontology Annotations and Enrichment Analysis

Annotations of soybean genes of interest, including the identity of Arabidopsis orthologs, were obtained initially using AgriGO (Du et al., 2010). Then, each annotation was reviewed manually using information about the Arabidopsis ortholog obtained from The Arabidopsis Information resources (TAIR)^1^ version December 2021. Gene Ontology (GO) biological process annotations were transferred to the soybean genes from their Arabidopsis orthologs, and higher level parent terms such as “GO:0098542 Defense response to other organism” and “GO:0009725 Response to hormone” were added where appropriate in order to aggregate annotations. To calculate the enrichment of specific GO terms among particular soybean gene sets, the fraction of the soybean gene set carrying the annotation was compared to the fraction of the Arabidopsis genome containing the annotation, using Fisher’s exact test. The false discovery rate was controlled (adjusted *p* < 0.1) using the method of Benjamini and Hochberg (1995) based on the total number of GO terms represented in the soybean gene set of interest.

### Soybean Hormone Assays

Experimental design and soybean inoculation were carried out identically to that of the RNA sequencing experiment, except that only control and GmPH lines were included. In addition to harvesting and pooling soybean hypocotyls, primary leaves were collected and snap-frozen in liquid nitrogen and then stored at −80°C. Tissue was ground in liquid nitrogen, and 100 mg of frozen powder was placed in 2-ml screw-top microcentrifuge tubes. Phytohormone measurement and quantification were performed at Texas A&M University, with three independent biological replicates, two technical repeats per biological replicate. Phytohormone extractions followed Christensen et al. (2013), with the following modifications: 500 μl of phytohormone extraction buffer [1-propanol/water/HCl (2:1:0.002 v/v/v)] and 10 μl of 5 μM solution of deuterated internal standards: d-IAA [(2 H5) indole-3-acetic acid, Olchem], d-ABA [(2 H6)(+)-cis,trans-ABA; (Olchem)], and d-JA (2,4,4-d3, acetyl-2,2-d2 JA; CDN Isotopes), and d-SA (d6-SA, Sigma) was added to ~100 mg of ground mesocotyl tissue. Samples were agitated for 30 min at 4°C in dark conditions, and then, 500 μl of dichloromethane was added to the samples. The samples were agitated again for 30 min at 4°C and centrifuged at 13,000 × *g* for 5 min. To prevent autoxidation of reactive fatty acid derivatives, the lower layer collected into a glass vial was evaporated under a nitrogen gas stream to concentrate the extracted metabolites. The concentrated samples were resuspended in 150 μl of methanol and were centrifuged at 14,000 × *g* for 2 min to pellet any debris. One hundred microliters of supernatant was collected into an autosampler vial for direct injection into LC-ESI-MS/MS. The quantification of multiple hormones, oxylipins, and other defense-related metabolites utilized methods described in Wang et al. (2020). In particular, the quantification utilized an Ascentis Express C-18 Column (3 cm × 2.1 mm, 2.7 μm) connected to an API 3200 LC-electrospray ionization-tandem mass spectrometry (MS/MS) with multiple reaction monitoring (MRM). The injection volume was 2 μl and had a 600 μl/min mobile phase consisting of Solution A (0.05% acetic acid in water) and Solution B (0.05% acetic acid in acetonitrile) with a gradient consisting of (time–%B): 0.3%–1%, 2%–45%, 5%–100%, 8%–100%, 9%–1%, 11–stop. The metabolite and phytohormone m/z values and retention times are as listed in Wang et al. (2020). Statistical analysis was done using a one-way ANOVA with Duncan’s multiple range test, and letters represent significance groups at *p* < 0.05.

## Results

### Creation and Validation of Soybean Transgenic Lines

Transgene design and verification followed Helliwell et al. (2016). Three different phosphoinositide binding domains were chosen based on their differing specificities for PI3P and phosphatidylinositol-4-phosphate (PI4P). The pleckstrin homology (PH) domain from soybean GmPH1 (ortholog of AtPH1; Dowler et al., 2000), and the Phox homology (PX) domain from yeast VAM7 (Lee et al., 2006) were chosen for their specificity for PI3P. As a control, the PI4P-binding PH domain from human FAPP1 was chosen (Dowler et al., 2000; DiNitto and Lambright, 2006; Lemmon, 2008). All genes were fused to an enhanced GFP reporter gene at the 3’end and the secretory leader from the soybean PR1a protein (Cutt et al., 1988; Honée et al., 1998; van Esse et al., 2007) at the 5′ end to deliver the encoded protein to the apoplastic space. The gene fusions were placed under the control of the strong, constitutive soybean *Ubiquitin 3* promoter. An illustration of the transgene construct and comparative amino acid sequences of VAM7 and its non-binding mutant control (Vmut) are shown in Figures 1A,B. All recovered soybean transgenic lines exhibited normal growth, development and seed set.

**Figure 1:**
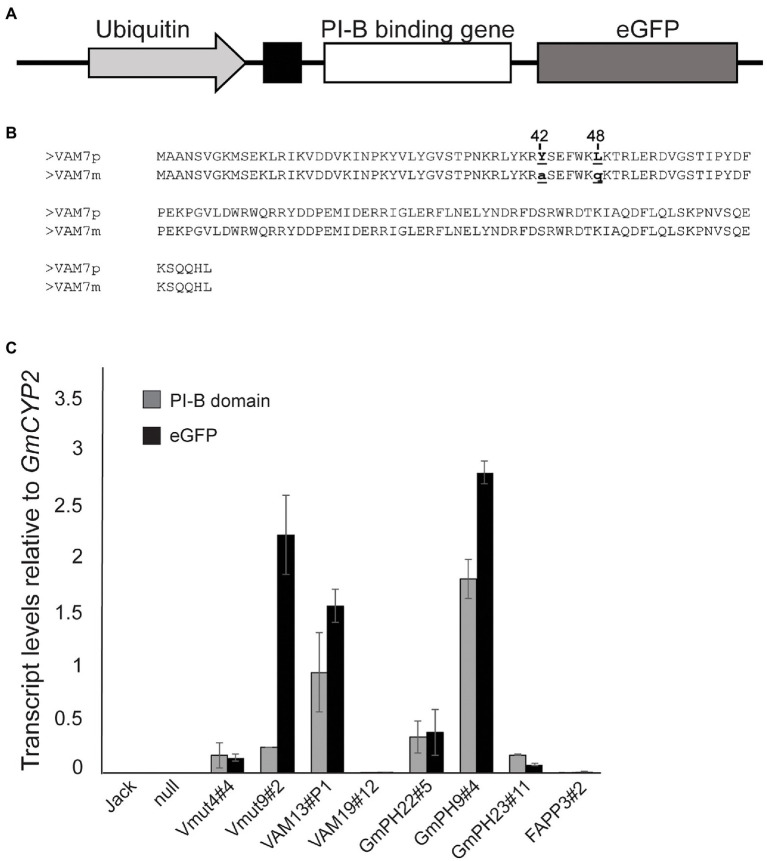
Structure and expression of transgenes encoding phosphoinositide-binding proteins. **(A)** Illustration of transgene showing the phosphoinositide-binding protein gene fused to the eGFP reporter gene, downstream of a PR1a secretory leader. The transgene is placed under control of the soybean *Ubiquitin 3* promoter. **(B)** Amino acid sequence alignment of the VAM7 PX domain compared to the non-PI3P-binding VAM7 mutant (Vmut). Amino acid substitutions from VAM7 to Vmut include tyrosine to alanine at position 42, and leucine to glutamine at position 48. **(C)** Transcript levels of transgenes across independent soybean lines, measured by quantitative reverse transcriptase PCR. Primer pairs specific for each PI-binding (PI-B) domain (e.g., VAM7, GmPH) and for the eGFP reporter domain were used in each case (Supplementary Table 6). Transcript levels are relative to the internal control gene *GmCYP2*. Bars are average of values from the trifoliates of three different plants, each trifoliate run in duplicate. Error bars show the SEM.

Quantitative reverse transcriptase PCR (qRT-PCR) was used to determine transcript levels of each transgene in each of the homozygous T2 soybean lines. Using the *GmCYP2* housekeeping gene as an internal control (Jian et al., 2008), transcript levels of the specific PI-binding domain, along with the *GFP* reporter gene, were measured in each line. The results are shown in Figure 1C. As expected, there was no expression of any PI-binding protein gene, nor *GFP* reporter gene in the non-transgenic cv. Jack and null segregant line. Independent transgenic soybean lines expressing non-binding mutant *VAM* (Vmut4#4 and Vmut9#2) showed similar *VAM* transcript levels as each other (0.16 ± 0.01 and 0.25 ± 0.01, respectively), relative to *GmCYP2*. However, they exhibited vastly different *GFP* transcript levels (0.14 and 2.24), respectively, relative to *GmCYP2*, suggesting an aberrant transgene in Vmut9#2. Independent soybean lines expressing functional PI3P-binding *VAM* (VAM13#P1, VAM19#12) showed concordant *VAM* and *GFP* transcript levels, but the two differed greatly in the relative transcript levels of their *VAM*-*GFP* transgenes, with VAM13#P1 (*VAM* 0.94, *GFP* 1.57) much greater than VAM19#12 (*VAM* 0.0003, *GFP* 0.01). Similarly, the three independent soybean lines expressing functional PI3P-binding *GmPH* domain (GmPH22#5, GmPH9#4, and GmPH23#11) represented a range of *GmPH* and *GFP* expression. GmPH9#4 showed the highest relative transcript levels (*GmPH* 1.82, *GFP* 2.82) compared to GmPH22#8 (*GmPH* 0.33, *GFP* 0.38) and GmPH23#11 (*GmPH* 0.17, *GFP* 0.08). Lastly, the single line expressing functional PI4P-binding *FAPP* domain (FAPP3#2) showed low transcript levels of both *FAPP* (0.007) and *GFP* (0.016), relative to *GmCYP2*.

### Transgenic Soybeans Expressing Functional PI3P-Binding Proteins Showed Enhanced Resistance to a Virulent Isolate of *Phytophthora sojae*

To establish the susceptibility of transgenic soybeans expressing PI3P-binding proteins to a pathogenic oomycete, inoculation tests were conducted using both zoospores and mycelia of *P. sojae* strain, P6497. First, detached first trifoliate leaves were inoculated with *P. sojae* zoospores (Figures 2A,C). Independent lines expressing functional VAM7-GFP showed a significant partial reduction in lesion areas compared to the non-transformed control Jack (~35% and 50% for lines VAM19#12 and VAM13#P1, respectively; *p* < 0.05) 4 days after inoculation, with no significant difference between the two lines. Independent lines expressing GmPH-GFP showed a more substantial reduction in lesion area 4 days after inoculation (~65% and 71%, for lines GmPH9#4 and GmPH23#1, respectively; *p* < 0.05), with no significant difference between the two lines. Furthermore, statistical tests showed that there were no significant differences between non-transformed cv. Jack and a null segregant from the VAM7-19#12 transgenic population (“null”), one VAM7-non-binding mutant line (Vmut4#4), and the soybean line expressing a functional PI4P-binding FAPP protein. It is noteworthy to add that the second soybean line expressing a non-binding mutant (Vmut9#2) showed a hyper-susceptible response, with the resulting lesion area significantly larger (*p* < 0.05) than all other lines tested.

**Figure 2:**
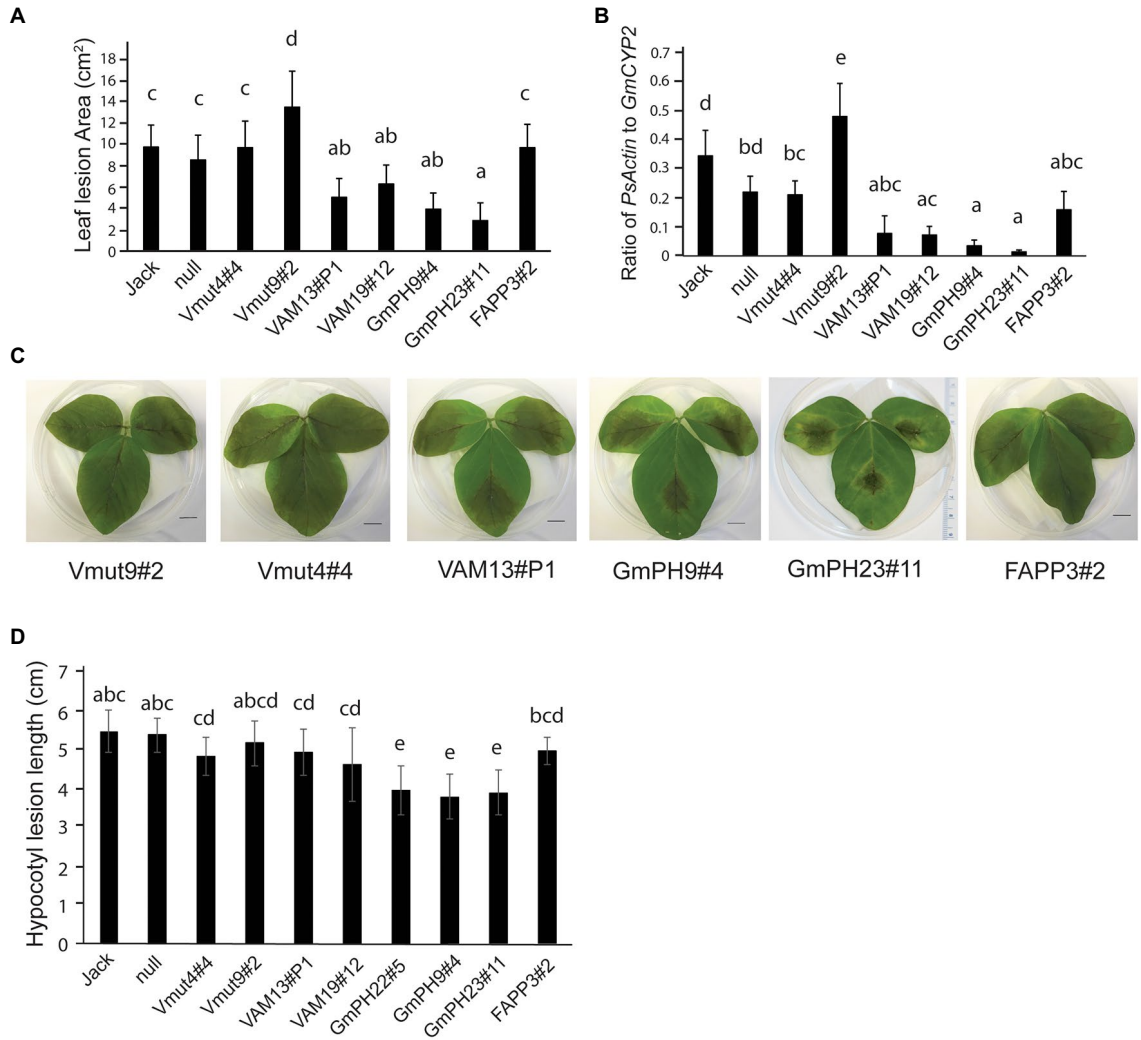
Inoculation of transgenic lines with *Phytophthora sojae*. **(A)** Lesion area measured 4 days after inoculation by zoospores of *P. sojae* strain P6497. Jack is the non-transformed cultivar and null is the null segregant originating from the VAM7-19 transgenic population **(B)** Ratio of *P. sojae* Actin genomic DNA to *Glycine max CYP2* genomic DNA in leaves, 4 days after inoculation by *P. sojae* zoospores. **(C)** Representative photographs of 2nd trifoliate leaves, 4 days after inoculation by *P. sojae* zoospores. **(D)** Length of *P. sojae* lesions 3 days after inoculation of soybean hypocotyls by mycelia. In **(A,B,D)**, letters represent different significance groups as measured by one-way ANOVA (*p* < 0.05). Letters represent different significance groups. Averages of 12 plants from each of three independent biological replicates are shown for all graphs; bars indicate SE.

To confirm the lesion area measurements, qRT-PCR was used to determine the relative amount of *P. sojae* genomic DNA to soybean genomic DNA as a measure of pathogen proliferation (Figure 2B). Independent lines expressing functional VAM7-GFP showed a significant reduction in *P. sojae* biomass (77% for VAM13#P1, and 79% for VAM19#12; *p* < 0.05) as compared to non-transformed control cv. Jack. Independent lines expressing GmPH-GFP showed a very substantial reduction in *P. sojae* biomass (83% for line B, 96% for line C; *p* < 0.05) compared to non-transformed control cv. Jack. There were no significant differences among the FAPP3#2 line, null segregant, and non-binding VAM7 line Vmut4#4 (*p* > 0.05). Similarly to the lesion area measurements, non-binding VAM7 mutant line Vmut9#2 showed a significantly higher *P. sojae* biomass as compared to all of the other lines.

To test the effects of the transgenes on *P. sojae* stem infection, we performed hypocotyl inoculation tests (Figure 2D). As with the leaf assays, the soybean lines expressing GmPH PI3P-binding domains showed the smallest lesions with a significant 27%–30% reduction in lesion length. For the remainder of the transgenic lines, we saw more intermediate phenotypes. The soybean lines expressing functional VAM domains did not show significant differences from the soybeans expressing non-functional VAM mutants, or from soybeans expressing a functional PI4P-binding FAPP domain. However, this intermediate phenotype seen in the VAM, VAM mutant, and FAPP lines had a slight, yet significant reduction of 10%–15% in lesion length compared to the non-transgenic cv. Jack and null segregant lines.

Overall, the results of the infection assays indicated that the two transgenes encoding functional PI3P-binding proteins, *GmPH* and *VAM7*, could confer resistance to *P. sojae* compared to control lines, with the *GmPH-GFP* transgenes substantially more effective than the *VAM7-*GFP transgenes.

### Some Transgenic PI3P-Binding Soybean Lines Exhibit Reduced Colonization by Mutualistic *Bradyrhizobium japonicum*

Since in cacao, PI3P-binding domains conferred broad-spectrum resistance against oomycetes and fungi (Helliwell et al., 2016), and since colonization by mutualistic nitrogen-fixing bacteria is important for soybean growth and production, we conducted experiments in which the transgenic and control soybean lines were inoculated with mutualistic nitrogen-fixing *Bradyrhizobium japonicm*. The two GmPH-expressing lines with the highest transgene transcript levels (GmPH22#5 and GmPH9#4) exhibited significantly fewer nodules per plant than the control lines (non-transformed Jack, null segregant, transgenic non-binding mutant Vmut, PI4P-binding FAPP line; Figures 3A,E). These same PI3P-binding transgenic lines GmPH22#5 and GmPH9#4 showed a modest reduction in nodule size (21% compared to average of Jack and null; 15% relative to average of VAMmut and FAPP), but the only the difference with Jack and the null segregant line was statistically significant. GmPH23#11 showed no significant differences compared to the controls (Figures 3B,E). Data were also collected on the physiological responses of the soybean lines after inoculation by *B. japonicum* to gauge the benefits that the plant might be receiving from the mutualist. Dried shoot mass measurements were taken for sterile-inoculated and *B. japonium-*inoculated plants, and pairwise t-tests for each line showed that lines GmPh22#8 and GmPh9#4 failed to show a significant increase in shoot mass in *B. japonicum*-inoculated plants, in contrast to all other lines except the null segregant, and the strong transgenic GmPH22#8 and GmPH9#4 lines (Figure 3C). Chlorophyll content data collected with a SPAD meter from sterile-inoculated and *B. japonicum*-inoculated plants showed that lines GmPH22#5 and GmPH9#4 exhibited a significantly lower chlorophyll content response compared to the non-transformed cv. Jack (45 and 55% reduction, respectively; *p* < 0.05), but the differences with the other control lines (24 and 36% reduction, respectively) were not significant (Figure 3D). The remainder of the lines (non-binding Vmut, PI4P-binding FAPP, weak-expressing GmPH23#11) showed no significant differences (Figure 3D).

**Figure 3:**
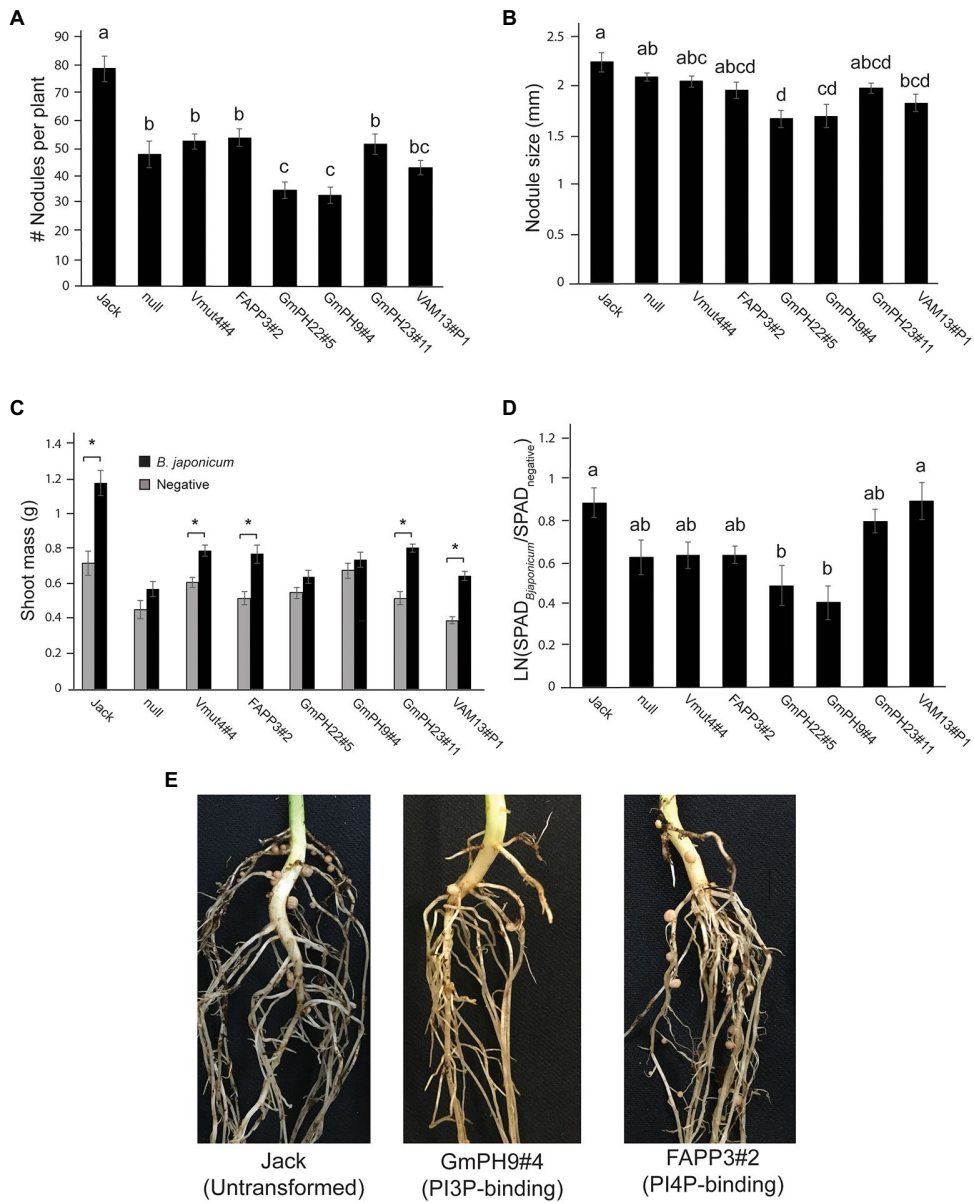
Effect of mutualistic nitrogen-fixing *Bradyrhizobium japonicum* USDA 110 on transgenic soybean lines. **(A)** Nodule count per plant. **(B)** Average size of the three largest nodules per plant. Data from **A** and **B** were analyzed using a one-way ANOVA with significance groups assigned by a Tukey HSD *post hoc* test, with significance threshold at *p* < 0.05. Each bar represents the average of 13 plants from a randomized block design. Error bars indicate the SD of the mean. **(C)** The average shoot mass for plants inoculated with sterile buffer (gray bars) or 10^6^ cells *B. japonicum* (black bars). Asterisks show the soybean lines where the shoot masses of the sterile-inoculated plants are significantly different than the *B. japonicum*-inoculated plants at a threshold of *p* < 0.05. **(D)** Response ratio of chlorophyll content of *B. japonicum*-inoculated plants relative to mock-inoculated plants. Measurements represent the log of the Soil Plant Analysis Development (SPAD) chlorophyll scores of inoculated plants over SPAD scores of mock-inoculated plants. Letters indicate significance groups as determined by a mixed model regression analysis followed by a Tukey HSD *post hoc* test. **(E)** Photographs show representative plants, 3 weeks post-inoculation.

Taken together, these results revealed that expression of some PI3P-binding domains that confer *P. sojae* resistance also could increase resistance to colonization by a nitrogen-fixing symbiont, *B. japonicum*, despite the fact that *B. japonicum* does not produce PI3P.

### RNA Sequencing Analysis

Since the lines expressing PI3P-binding proteins appeared to exhibit resistance to *B. japonicum* as well as *P. sojae*, we conducted transcriptome measurements to assess the physiological states of the resistant lines compared to the control lines. In particular, we aimed to identify genes that might be elevated in both the GmPH and VAM lines compared to the controls, either in healthy or *P. sojae*-infected tissues. We also aimed to determine whether there were gene expression differences between the GmPH and VAM lines that might account for their differences in resistance levels and nodulation phenotypes. To identify an optimal early timepoint after inoculation of *P. sojae* to sample for RNA sequencing, we aimed to find a time point when there was abundant colonized tissue, but the host tissue was still largely intact.

Seedlings of susceptible cultivar Williams were inoculated with *P. sojae* P6497 mycelia on the hypocotyl and then sampled 0, 6, 12, 18, 24, and 48 h after inoculation. The earliest visible signs of infection appeared 18 h after inoculation, as evidenced by discoloration of the host tissue. Real-time quantitative PCR of genomic DNA was used to measure the ratio of *P. sojae* to soybean biomass in each sample (Supplemental Figure 1). The relative level of *P. sojae Actin* showed a 28-fold increase between 6 and 12 h after inoculation, followed by continued rapid proliferation of the pathogen. Therefore, we selected 12 h post-inoculation to sample the tissues for RNA sequencing.

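Transcript levels were measured by RNA sequencing in hypocotyls of 6 soybean lines. The lines were a null segregant without a transgene, Vmut4#4 with the non-binding VAM mutant, VAM13#P1 and VAM19#12 with the functional VAM domain, and GmPH9#4 and GmPH23#11 with the GmPH protein. Each line was mock-inoculated or inoculated with P. sojae and harvested 12 h later in 3 replicates, which gave 36 libraries in 12 conditions, each made from the pooled hypocotyl segments of 18 plants. The labels of the deposited samples name the line given here as GmPH9#4 as GMPH22#5. The paper describes GmPH22#5 as a separate GmPH line, so the labels and the paper disagree on which line these libraries came from. The labels also give the mock inoculum as sterile water where the paper's methods describe sterile V8 agar. The paper's names are used throughout. The authors aligned the reads to the G. max genome with Bowtie2 and deposited the number of reads that htseq-count assigned to each gene, without normalization. Total counts per library ranged from 17000223 to 34101670, with a median of 23681406. In mock-inoculated tissue, the median was 22792778 in the 6 Control libraries (22324832 to 27354146), 28050861 in the 6 GmPH libraries (25061089 to 34101670) and 23589077 in the 6 VAM libraries (18218250 to 25918737). After inoculation with P. sojae, the median was 19735769.5 in Control (17000223 to 26798377), 24891987 in GmPH (18263887 to 29501153) and 22111184.5 in VAM (20790290 to 31464733). The paper's Supplementary Table 2 gives another depth, the clusters that passed the sequencer's filter, of between 20394811 and 37556746 in the 35 libraries read from it, and all values here use the counts. The 36 pairs of libraries of a line and treatment differed by more than counting error, with a chi-square per degree of freedom between 12.4 and 75.5 over genes with at least 20 counts. Differences between groups were tested on these counts with edgeR's quasi-likelihood test after TMM scaling, in 1 fit of all 36 libraries with 6 groups (genotype by treatment) and the replicate number as a block. Genes entered the fit if they passed edgeR's filter with a count minimum of 10. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.1 and a difference of at least 2-fold, the thresholds of the paper. The median standard error of a log2 difference in mock-inoculated tissue was 0.22 between GmPH and Control and also between VAM and Control (6 libraries each). In counts simulated for these genes with 200 genes changed in GmPH, the test on 30959 genes called 166 of the 200 and 9 unchanged genes between mock-inoculated GmPH and Control. All changes put in were well above 2-fold, and no differences between lines were simulated. These counts thus do not hold for changes near 2-fold or for false calls from differences between lines.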

The design of the RNA sequencing experiment included two GmPH lines, two functional VAM lines, and the Vmut and null as controls (Supplementary Table 1). The sequences (150 bp paired ends) were aligned to *G. max* genome V1.1 (Phytozome id360 V9.0; Supplementary Figure 2). Principal components analysis (Figure 4) was used to identify the major sources of variation among the transcriptomes. As expected, *P. sojae* infection accounted for most variation (PC1, 86.7% of variation). 

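Principal components were computed from the 500 most variable genes after DESeq2's variance-stabilizing transformation of the counts of all 36 libraries. PC1 held 89.1% of the variance of these genes. The mean PC1 of the 6 lines lay between -34.5 and -25.0 in mock-inoculated tissue and between 23.9 and 35.7 after inoculation with P. sojae (n = 3 libraries each). The highest mock-inoculated library, at -18.4, lay below the lowest P. sojae-inoculated library, at 16.8. The share depended on the genes used, and PC1 held 50.9% of the variance when all genes past the count filter were included.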

PC2 (2.8% of variation) accounted for much of the differences associated with the type of transgene. In particular, the highest-expressing GmPH line (GmPH9#4) clearly separated from the other lines, both with and without *P.sojae* infection. 

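PC2 held 2.37% of the variance. GmPH9#4 had a mean PC2 of 10.4 ± 2.29 (SD, n = 3 libraries) in mock-inoculated tissue and of 9.97 ± 1.60 (SD, n = 3) after inoculation with P. sojae. Over both treatments, its 6 libraries lay on average 13.7 units above the 12 Control libraries, and each of the 6 lay above every Control library (two-sided exact permutation test, p = 5.39e-05, the smallest that 6 libraries against 12 allow, and 0.00027 after Benjamini-Hochberg adjustment over 5 comparisons of PC2).

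**Figure D1:**
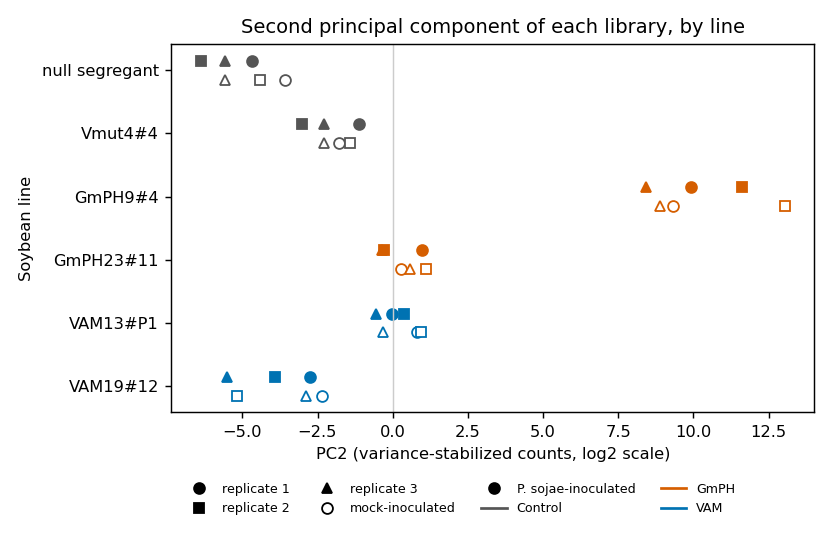
PC2 of each of the 36 libraries (horizontal axis, units of the variance-stabilized log2 scale), with 1 row per line, open symbols for mock-inoculated and filled symbols for P. sojae-inoculated tissue, and symbol shapes for the 3 replicates. GmPH9#4 lies between 8.41 and 13.0, apart from all other lines, and the null segregant lies lowest on average.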

The lower-expressing GmPH line (GmPH23#11) and the higher expression VAM line (VAM13#P1) also consistently separated from the controls under both treatments. 

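GmPH23#11 had a mean PC2 of 0.653 ± 0.431 in mock-inoculated and 0.115 ± 0.756 in P. sojae-inoculated tissue (SD, n = 3 libraries each). VAM13#P1 had 0.485 ± 0.689 and -0.0791 ± 0.471 (SD, n = 3 each). Each of the 6 libraries of GmPH23#11 lay above all 12 Control libraries, by a mean of 3.89 units (exact permutation test as above, p = 0.000269). The 6 libraries of VAM13#P1 also lay above every Control library, by a mean of 3.71 units (exact permutation test, p = 0.000377). Both p-values were 0.000628 after adjustment over the 5 comparisons.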

The non-transformed null segregant, and the VAM mutant line, but also the lower-expressing VAM line (VAM19#12) were indistinguishable within each treatment. 

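VAM19#12 had a mean PC2 of -3.47 ± 1.51 in mock-inoculated tissue and -4.06 ± 1.39 after inoculation (SD, n = 3 libraries each). Its 6 libraries differed from the 12 Control libraries by -0.259 units (exact permutation test, p = 0.757). The mean PC2 of the null segregant was -4.53 ± 1.00 and -5.54 ± 0.86 and that of Vmut4#4 was -1.83 ± 0.432 and -2.13 ± 0.959 in the same order (SD, n = 3 each). In each treatment the mean of VAM19#12 lay between those of these Control lines. Its small difference from the pooled Control libraries thus does not show a match with either line. Each of the 6 Vmut4#4 libraries lay above each of the 6 null segregant libraries, by a mean of 3.05 units (two-sided exact permutation test, p = 0.00216, and 0.0027 after adjustment over the 5 comparisons).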

For subsequent analyses, data from the non-transformed null segregant line and transgenic non-binding VAM (Vmut) lines were combined as the “Control,” the two independent VAM lines (VAM13#P1 and VAM19#12) were combined into genotype “VAM,” and the two independent GmPH lines (GmPH9#4, GmPH23#11) were combined into genotype “GmPH.”

**Figure 4:**
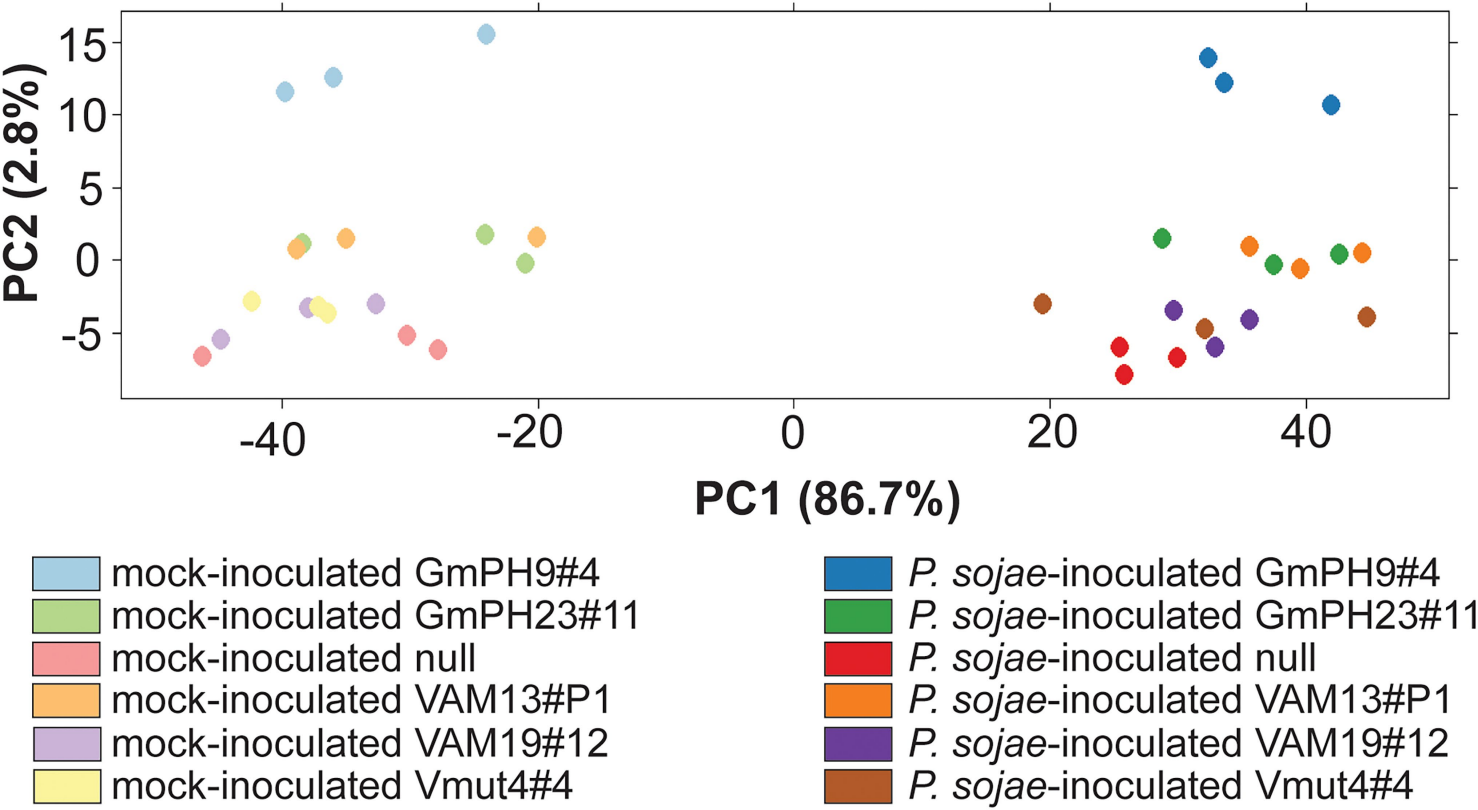
Principal component analysis of RNA sequencing count data generated by DEseq. Each dot represents one RNA library; there were three libraries per genotype-treatment replicate.

To calculate differential expression, we used a mixed model analysis to compare Genotype (VAM or GmPH compared to Control), Treatment (*P. sojae* compared to Mock), and Genotype X Treatment interaction as fixed effects, with Replicate as a random effect. Effects were estimated for 34,527 out of 73,320 genes (47.1%) in the *G. max* v1.1 transcriptome. 

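Of the 73320 genes in the deposited count table, 31093 (42.4%) passed the count filter and were tested, and 43760 had at least 1 count in some library. Of the 42227 genes not tested, 29560 (70.0%) had 0 counts in all 36 libraries.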

Of the genes not analyzed, 93% exhibited 0 counts for all conditions. The false discovery rate threshold was set at *p* < 0.1 using the method of Benjamini and Hochberg (1995). We added an additional threshold of a 2-fold difference based on likely biological relevance. The numbers of genes exhibiting significant differences and at least 2-fold differences are summarized in Figure 5.

**Figure 5:**
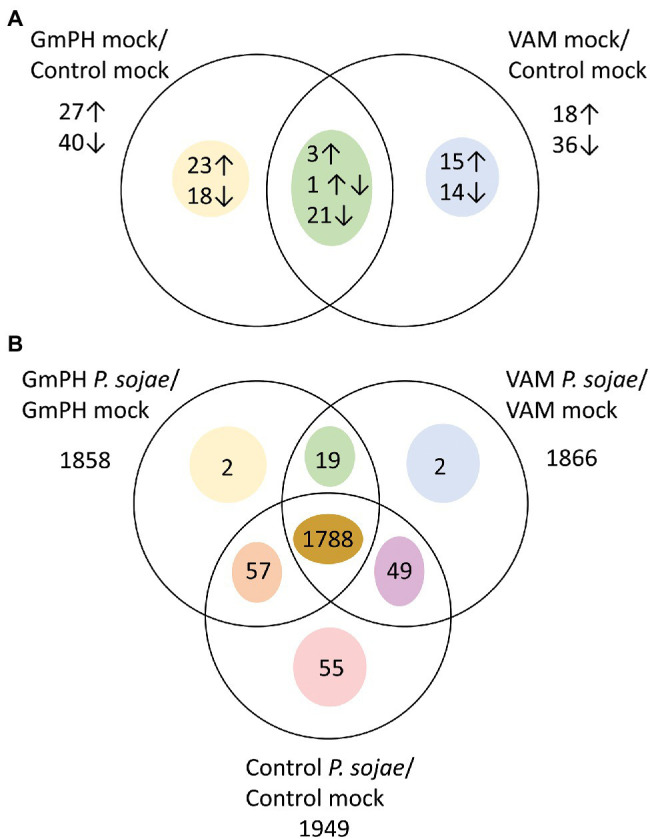
Genes differentially expressed among transgenic lines following mock or *P. sojae* inoculation. **(A)** Numbers of genes with transcript levels differing significantly (FDR *p* < 0.1) and by at least 2-fold comparing GmPH or VAM lines with control lines. Arrows indicate whether transcript levels were higher or lower than the control lines. One gene had higher levels in GmPH lines but lower in the VAM lines. **(B)** Numbers of genes with transcript levels differing significantly (FDR *p* < 0.1) and by at least 2-fold comparing *P. sojae*- with mock-inoculated tissue.

To validate the results of the differential expression analysis of the RNA sequencing data, quantitative reverse-transcriptase PCR was used to measure a small sample of genes that tested as significantly different in the mock-treated GmPH control group, relative to the internal control gene *GmCYP2* (Glyma12g02790), which consistently showed a negligible change across genotypes and treatments. Four genes with different expression patterns were tested, namely Glyma04g02230, Glyma10g26320, Glyma02g14630, and Glyma18g07396. The results revealed good agreement between the estimates of transcript level changes from the RNAseq and qRT-PCR measurements (Supplementary Figure 3).

### Transcript Levels Altered by GmPH and VAM Transgenes in the Absence of Infection

In mock-inoculated tissues, 67 genes were significantly changed by 2-fold or more in the GmPH lines compared to the controls, whereas 54 were changed in the VAM lines (Figure 5A; Supplementary Table 3). However, only 25 genes were changed in both GmPH and VAM lines. Of these 25, only three were significantly elevated more than 2-fold in both sets of lines, while 21 were decreased in both sets of lines (Table 1). 

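In mock-inoculated tissue, 17 genes were past both thresholds in the GmPH lines compared to Control, 5 higher and 12 lower. In the VAM lines 20 genes were past them, 7 higher and 13 lower (edgeR's quasi-likelihood test, 6 libraries against 6). At an unadjusted p under 0.05, without a limit on the fold, there were 2253 genes in GmPH and 2131 in VAM of the 31093 tested. Without the filter on low counts 264 genes were called in GmPH and 190 in VAM, and with lines as the unit 1 and 8. On the same genes, DESeq2's Wald test called 52 and 48. With each replicate number left out in turn, the GmPH count lay between 4 and 10 and the VAM count between 8 and 14. The files name genes by Phytozome numbers only and do not pair them with Glyma identifiers. The largest rise in both genotypes was that of PAC:26311038, which had 1 count in the 6 mock-inoculated Control libraries together, 201 in the GmPH and 1372 in the VAM libraries. Its transcript level was 1.03 ± 0.969 CPM in GmPH, 9.40 ± 2.14 CPM in VAM and 0.00683 ± 0.0167 CPM in Control (SD, n = 6 libraries each). Its log2 fold change was 6.40 in GmPH (standard error 1.3, adjusted p = 0.048 from edgeR's quasi-likelihood test) and 9.67 in VAM (standard error 1.2, adjusted p = 1e-05 from the same test). From the counts, it was 168-fold higher in GmPH than in Control (95% exact interval 29.9 to 6690, for counting error only), and 1 GmPH23#11 library held no count of it. The largest fall in GmPH was that of PAC:26356313, from 29.3 ± 4.27 CPM in Control to 0.0485 ± 0.0448 CPM in GmPH (SD, n = 6 each), with a log2 fold change of -9.06 (standard error 0.63, adjusted p = 6.4e-12 from edgeR's test). The largest fall in VAM was that of PAC:26336525, which had 0 counts in the 6 VAM libraries and was at least 276-fold lower than in Control (floor of 3 counts over the group, adjusted p = 0.071 from edgeR's test). All 863 of its counts in Control came from the 3 null segregant libraries, and the 3 Vmut4#4 libraries had 0. Of the 17 genes called in GmPH, 6 were also called in both of its lines taken singly and 8 in 1 of them. Of the 20 called in VAM, 9 were called in both and 6 in 1. All 17 and all 20 changed in the same direction in both lines, and 15 and 19 had an unadjusted p under 0.05 in both. Choosing the genes on the pooled lines favours such agreement. In a fit with each line and treatment as a group, 117 genes were past the thresholds between GmPH9#4 and Control, 31 for GmPH23#11, 44 for VAM13#P1 and 55 for VAM19#12. The lines pooled in a genotype also differed, at 95 genes between GmPH9#4 and GmPH23#11, 27 between VAM13#P1 and VAM19#12, and 49 between Vmut4#4 and the null segregant. Every pair of lines was then compared with every other pair in the same way. The 45 comparisons gave between 1 and 28 genes, with a median of 10. Of them, 10 gave at least the 17 genes of GmPH and 6 at least the 20 genes of VAM, those comparisons included. Of the 15 comparisons that keep the 2 lines of a genotype together on a side, 9 gave at least 17 genes. Of the 30 that mix genotypes on both sides, 1 did (Vmut4#4 and VAM19#12 against VAM13#P1 and GmPH9#4). It gave 28 genes, the most of the 45.

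**Figure D2:**
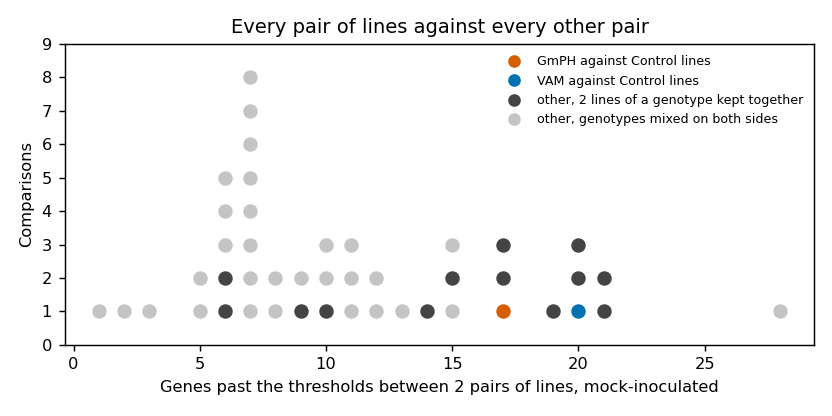
Number of genes past both thresholds (horizontal axis) in mock-inoculated tissue for each of the 45 comparisons of a pair of lines with another pair, stacked as 1 point per comparison (vertical axis, number of comparisons). GmPH against Control (17 genes) and VAM against Control (20 genes) lie in the upper part of the range of 1 to 28 genes. The other points are dark where the 2 lines of a genotype are kept together on a side and light where genotypes are mixed on both sides.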

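The 17 genes called in GmPH and the 20 called in VAM shared 8 genes, of which 2 were higher and 6 were lower than in Control in both. No gene was past the thresholds in opposite directions, while 4 were without the filter on low counts. Across all genes tested, the log2 differences of mock-inoculated GmPH and VAM from Control correlated with r = 0.517. Both differences use the same Control libraries, and in 20 simulations of unchanged GmPH and VAM groups against those libraries this r had a median of 0.503 (0.481 to 0.523). No gene was called in either genotype in those simulations.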

One of the genes elevated in both lines (155-fold in the GmPH lines and 6.4-fold on the VAM lines) was *Glyma17g19845*, which encodes a dihydroflavonol 4-reductase involved in anthocyanin biosynthesis. One of the genes decreased in both sets of lines was Glyma06g21480 which encodes an ortholog of the *Arabidopsis* ENHANCED DISEASE RESISTANCE 2 (EDR2), which is a negative regulator of cell death elicited by pathogen attack. Of note, a single gene was significantly elevated in the GmPH lines but decreased in the VAM lines (5.3-fold and 3.2-fold, respectively, resulting in a 17-fold difference between the two sets of lines). This gene, Glyma06g37401, encoded an ortholog of the *Arabidopsis* protein JAR1, which is responsible for the synthesis of the key defense signal jasmonate-isoleucine.

**Table 1:** Transcript-level differences in the absence of *Phytophthora sojae*.

Transcript-level differences in the absence of *P. sojae*	Number of genes
Mean (GmPH,VAM)/control >2x	3
Mean (GmPH,VAM)/control <0.5x	21
Total	24
GmPH/VAM >2x	26
GmPH more increased than VAM	15
GmPH less decreased than VAM	11
VAM/GmPH >2x	23
VAM more increased than GmPH	8
VAM less decreased than GmPH	15
Total	49

There were 41 genes significantly changed more than 2-fold in the GmPH lines but not the VAM lines (Figure 5A), including three glycosyl hydrolases that were elevated 3.2- to 4.3-fold. 

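There were 9 genes past the thresholds in GmPH and not in VAM, 3 of them higher than in Control. There were 12 genes past the thresholds in VAM and not in GmPH, 5 of them higher. Tested directly, 20 genes differed between mock-inoculated GmPH and VAM lines, 9 higher and 11 lower in GmPH (edgeR's quasi-likelihood test with the same thresholds).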

Among 29 genes significantly changed more than 2-fold in the VAM lines but not the GmPH lines, there were three transcription factors including *Glyma02g00870* (elevated 2.1-fold) which encodes an ortholog of the Arabidopsis ETHYLENE-RESPONSE FACTOR 1 (AtERF1). Also included was *Glyma14g12210* (elevated 4.6-fold) which encodes an ortholog of the *Arabidopisis* CULLIN 1, subunit of an SCF ubiquitin ligase complex involved in mediating responses to auxin and jasmonic acid. A third gene was *Glyma19g38740* (elevated 18-fold), which encodes an ortholog of *Arabidopisis* PUB22, an E3 ubiquitin ligase that negatively regulates plant immunity.

### Transcript Levels Altered in Both GmPH and VAM Lines in the Presence of *Phytophthora sojae*

In *P. sojae*-inoculated tissues, a total of 1972 gene transcript levels were significantly altered (FDR-adjusted *p* < 0.1) compared to mock inoculation by 2-fold or more in at least one of the GmPH, VAM, or control tissues (Figure 5B; Supplementary Table 4). Of those genes, 1788 were altered in all three genotypes. 

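Comparing P. sojae- with mock-inoculated tissue, 3536 genes were past the thresholds in Control (2699 higher and 837 lower), 4058 in GmPH (2690 higher and 1368 lower) and 5299 in VAM (3111 higher and 2188 lower), with 6 libraries per treatment in each genotype. In total, 6593 genes were past them in at least 1 of the 3 genotypes. With a replicate number left out, this total lay between 5701 and 7162. The setting that moved it most was the fit without the filter on low counts, with 7598 genes.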

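There were 2483 genes past the thresholds in all 3 genotypes, 2142 of them higher and 341 lower after inoculation, and the direction was the same in the 3 genotypes for each of the 2483.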

Only 19 genes exhibited transcript levels changed in both GmPH and VAM lines but not in the controls, whereas transcript levels of 55 genes were changed in the controls but not in either of the GmPH and VAM lines. 

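There were 791 genes past the thresholds in GmPH and VAM and not in Control. Of these, 98.2% changed in the same direction in Control, with a median size of 0.82 on the log2 scale in Control and 1.29 in the mean of GmPH and VAM, and 427 had an adjusted p under 0.1 in Control without reaching 2-fold. There were 510 genes past the thresholds in Control and in neither GmPH nor VAM, and 92.7% of them changed in the same direction in the mean of GmPH and VAM. The difference in response itself was tested as the interaction of genotype and treatment. No gene was past the thresholds for GmPH against Control (lowest adjusted p = 1 from edgeR's quasi-likelihood test). At an unadjusted p under 0.05 there were 986 genes (3.17% of those tested), fewer than chance alone would give. For VAM against Control there were also 0 genes past the thresholds (lowest adjusted p = 0.66 from the same test). At an unadjusted p under 0.05 there were 1795 (5.77%), slightly more than chance alone would give. DESeq2's Wald test called 0 and 3 genes and limma-voom 0 and 0, while edgeR without the filter on low counts called 37 and 70. Over genes called by infection in the third genotype, a slope between the log2 responses of a genotype and of Control was fitted by total least squares. This method takes error on both axes, and an ordinary regression was not run. The slope was 1.02 for GmPH (5299 genes called in VAM) and 1.12 for VAM (4058 genes called in GmPH). With each replicate left out it lay between 1 and 1.04 for GmPH and between 1 and 1.2 for VAM. With each line left out it lay between 0.862 (without the null segregant) and 1.15 (without GmPH23#11) for GmPH, and between 0.967 (without the null segregant) and 1.25 (without VAM19#12) for VAM.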

To better explore the similarities in the GmPH and VAM lines’ responses to *P. sojae* infection, we selected all genes significantly altered by infection in both the GmPH and VAM lines, or only in the controls, and calculated those in which the geometric mean response to infection in the GmPH and VAM lines was at least 2-fold different than in the control lines. 

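Of 3781 genes that were past the thresholds in the same direction in GmPH and VAM, or past them in Control and in neither GmPH nor VAM, 526 had a mean log2 response in GmPH and VAM that differed by at least 2-fold from that in Control, 271 above it and 255 below it. This count rests on the size of the difference alone. Among the 526 genes, the lowest adjusted p of either interaction was 0.762 (edgeR's quasi-likelihood test), and 59 had an unadjusted p under 0.05 in both interactions.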

There were 43 genes in which the mean of the two lines was at least 2-fold greater than in the control lines and 14 in which the mean was at least 2-fold less (Table 2).

**Table 2:** Common transcript-level changes in the presence of *Phytophthora sojae*.

Transcript-level changes in the presence of *P. sojae*	Number of genes
Mean (GmPH,VAM)/control >2x	43
GmPH, VAM more increased	22
GmPH, VAM less decreased	9
GmPH, VAM unchanged; control decreased	12
Mean (GmPH,VAM)/control <0.5x	14
GmPH, VAM less increased	4
GmPH, VAM more decreased	4
GmPH, VAM unchanged; control increased	6
Total	57

### Transcript Levels Differentially Altered in GmPH and VAM Lines in the Presence of *Phytophthora sojae*

In order to explore differences in the transcript profiles of GmPH lines compared to VAM lines that might be associated with the differences in resistance of the lines to *P. sojae* infection, we identified genes in which transcript levels during *P. sojae* infection were more than 2-fold different between the two sets of lines, as well as significantly elevated (FDR-adjusted value of *p* < 0.1) during *P. sojae* infection in at least one of the two sets of lines. There were 22 genes with transcripts more strongly elevated during *P. sojae* infection of GmPH lines than of VAM lines, and 30 genes for which the reverse was true (Table 3). 

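Of the genes past the thresholds in GmPH or VAM, 1106 had log2 responses to P. sojae that differed by at least 2-fold between the GmPH and VAM lines, 516 with the higher response in GmPH and 590 in VAM. Among those elevated by infection, 187 rose more in GmPH and 422 more in VAM. Without replicate 2 there were 348 and 352 such genes. The response was then higher in GmPH at more genes than in VAM (695 against 563), as it also was without VAM19#12 (851 against 791), without GmPH23#11 (793 against 689) and with limma-voom (734 against 722). Tested directly, the response of GmPH and VAM differed at 0 genes (lowest adjusted p = 1 from edgeR's quasi-likelihood test). At an unadjusted p under 0.05 there were 1101 of all genes tested (3.54%, fewer than chance alone would give) and 339 of the 1106. For this difference, DESeq2's Wald test called 1 gene, limma-voom 0 and edgeR without the filter on low counts 35.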

The 22 genes included *Glyma13g17340* (elevated 161-fold by infection in the GmPH lines, but only 73-fold in the VAM lines), which is an ortholog of the Arabidopsis *FMO1* gene involved in biosynthesis of L-pipecolic acid, a long-distance signal of systemic acquired resistance. The 30 genes more strongly elevated in the VAM lines included eight transcription factors, four in the myb class, three basic helix–loop–helix factors, and one C_2_H_2_ domain factor.

**Table 3:** Differential transcript-level changes in the presence of *Phytophthora sojae.*

Transcript-level changes in the presence of *P. sojae*	Number of genes
GmPH/VAM >2x	22
GmPH more increased than VAM	16
GmPH less decreased than VAM	6
VAM/GmPH >2x	30
VAM more increased than GmPH	25
VAM less decreased than GmPH	5
Total	52

### Gene Ontology Annotations of Genes Affected by Transgene Expression in the Absence of *Phytophthora sojae*

In order to explore the biological significance of the transcript-level changes noted above, we performed Gene Ontology (GO) annotation enrichment analysis. We compared the fraction of significantly changed transcripts annotated with each GO term with the overall frequency of genes annotated with that GO term within the Arabidopsis database used to annotate the soybean genes. We used Fisher’s exact test with false discovery rate control of 0.1 to identify annotation terms significantly enriched among each soybean gene set of interest.

Among 96 transcript levels significantly altered (FDR *p* < 0.1) by at least 2-fold in the GmPH or VAM lines compared to the control lines, in the absence of *P. sojae*, there were 10 in which the *Arabidopsis* ortholog was annotated with the GO term “GO:0098542 Defense response to other organism” (3.5-fold enrichment; FDR *p* < 0.1), 11 annotated with “GO:0009725 Response to hormone” (3.0-fold enrichment; FDR *p* < 0.1), and four genes annotated with “GO:0009753 Response to Jasmonic Acid” (7.3-fold enrichment; FDR *p* < 0.1). However, neither of these terms were significantly enriched among the 24 genes altered in both the GmPH and VAM lines (Table 4).

**Table 4:** Enrichment of Gene Ontology (GO) terms among genes significantly altered in transcript levels in GmPH and VAM lines in the absence of *Phytophthora sojae*.

Gene transcript changes	Altered in VAM or GmPH lines^b^		Altered in both VAM and GmPH lines^c^		Differing between VAM and GmPH lines^d^	
Significant genes^a^	(96 Genes)		(24 Genes)		(49 Genes)	
GO term or other treatment	Genes^e^	Enrichment^f^	Genes	Enrichment	Genes	Enrichment
GO:0098542 Defense response to other organism	10	3.5^*^	1	1.4	9	6.1^**^
GO:0050832 Defense response to fungus	4	2.5	1	2.5	2	2.5
GO:0042742 Defense response to bacterium	2	1.8	0	0	2	3.4
GO:0009725 Response to hormone	11	3.0^*^	2	2.2	7	3.8^*^
GO:0009753 Response to jasmonic acid	4	7.3^*^	0	0	3	10.7^*^
GO:0009737 Response to abscisic acid	2	1.4	0	0	2	2.7
GO:0009723 Response to ethylene	3	6.9	1	9.1	0	0.0
GO:0009735 Response to cytokinin	2	3.2	1	0	1	3.0
GO:0009733 Response to auxin	1	1.0	0	0	1	1.9
GO:0009751 Response to salicylic acid	1	1.8	1	7.0	0	0.0
GO:0009416 Response to light stimulus	4	5.7	3	17.1^*^	0	0.0
GO:0006979 Response to oxidative stress	3	3.1	0	0	3	6.0
GO:0009611 Response to wounding	2	3.0	0	0	1	0.0
Changed during *P. sojae* infection of control lines^g^	21	3.9^***^	4	3.0^*^	8	2.9^**^

a Detailed list of genes, annotations, and transcript levels are provided in Supplementary Table 2.

b Significantly (FDR-adjusted value of *p* < 0.1) elevated or decreased at least 2-fold in the mock-inoculated GmPH lines or VAM lines compared to the control lines.

c Genes that showed significant (FDR-adjusted value of *p* < 0.1) transcript changes of at least 2-fold in the same direction in both the GmPH and VAM lines compared to the control lines.

d Genes in which transcript levels differed between the GmPH and VAM lines by at least 2-fold and in which at least one set of lines (GmPH or VAM) differed significantly from the control lines.

e Number of genes meeting the criterion that were annotated with each GO term.

f The fraction of all significantly altered genes with the GO annotation, divided by the fraction of all genes with the GO annotation; asterisks indicate whether the enrichment is statistically significant based on a Fisher’s exact test with a false discovery rate correction, * FDR-adjusted *p* < 0.1; ** FDR-adjusted *p* < 0.001; *** FDR-adjusted *p* < 0.001.

g Transcript levels changed significantly (FDR-adjusted value of *p* < 0.1) by at least 2-fold in *P. sojae*-inoculated control lines compared to mock-inoculated control lines.

Among 49 transcripts differing in level by more than 2-fold between the GmPH and VAM lines (Table 1), there were nine in which the *Arabidopsis* ortholog was annotated with the GO term “GO:0098542 Defense response to other organism” (6.1-fold enrichment; FDR *p* < 0.01), 7 annotated with “GO:0009725 Response to hormone” (3.8-fold enrichment; FDR *p* < 0.1), and 3 genes annotated with “GO:0009753 Response to Jasmonic Acid” (10.7-fold enrichment; FDR *p* < 0.1; Table 4).

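Of the genes called in mock-inoculated GmPH or VAM against Control, 21 differed by at least 2-fold between the GmPH and VAM lines, 11 higher and 10 lower in GmPH. When the difference itself was tested, 12 of these 21 genes had an adjusted p under 0.1 (edgeR's quasi-likelihood test).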

We also performed enrichment analysis on each gene set to determine the overlap with genes significantly altered by *P. sojae* infection of the control lines, to determine whether the expression of the GmPH and/or VAM transgenes was causing infection-associated genes to be altered. 

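The sets of genes changed in mock-inoculated tissue were compared with the 3536 genes changed by P. sojae infection of the Control lines, with the 31093 genes tested as background. Of the 29 genes changed in GmPH or VAM, 5 were also changed by infection, a 1.52-fold enrichment (two-sided Fisher's exact test, p = 0.371, and 0.556 after Benjamini-Hochberg adjustment over the 3 sets). Of the 8 genes changed in the same direction in GmPH and VAM, 0 were changed by infection (Fisher's exact test, p = 0.609). Of the 21 genes that differed by at least 2-fold between GmPH and VAM, 4 were changed by infection, a 1.67-fold enrichment (Fisher's exact test, p = 0.29). The enrichment of the first set depended on the fit. It was 3.58-fold with DESeq2's Wald test (38 of 88 genes, Fisher's exact test, p = 2.57e-13). Without the filter on low counts it was 5.99-fold (201 of 381 genes, Fisher's exact test, p = 1.08e-108). With limma-voom it was 0.639-fold (2 of 26 genes, Fisher's exact test, p = 0.763). The mock-inoculated Control libraries enter both gene sets, which by itself can raise the enrichment. Among other splits of the libraries between genotypes, those with called genes had a median of 6.695-fold in the fit with the filter. These splits called at most 9 genes in GmPH and 5 in VAM, too few to compare their fold with that of 29 genes. With the mock change taken against 1 Control line and the response to infection from the other, the enrichment was 1.14-fold and 1.115-fold in the 2 arrangements (edgeR, with the filter).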

All three gene sets noted above exhibited significant enrichment for genes also altered by *P. sojae* infection of the control lines (2.9- to 3.9-fold, FDR *p* < 0.1; Table 4). Furthermore, as shown in Figure 6, there was a strong correlation (*R*^2^ > 0.7) between the changes induced by transgene expression in the absence of *P. sojae* with the changes induced by *P. sojae* infection of the control lines.

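In GmPH only 1 gene, and in VAM 4 genes, were past the thresholds both in mock-inoculated tissue and for infection of the Control lines. Across the 4 genes the log2 differences had a Pearson r of 0.412 (R2 of 0.17, Spearman rho of 0.2), and genes are not independent replicates. For GmPH no correlation across such genes can be computed. Across all 3536 genes changed by infection in Control, r was 0.474 for GmPH and 0.301 for VAM. The mock-inoculated Control libraries enter both axes. Unchanged groups simulated against them gave a median r of 0.321 for GmPH (0.287 to 0.357) and 0.312 for VAM (0.274 to 0.349) in 20 simulations. Other splits of the real libraries between genotypes gave a wider range, -0.0273 to 0.581 for GmPH and -0.0511 to 0.589 for VAM. Of 60 splits, the real one included, 6 gave an r as large for GmPH and 28 for VAM, so chance cannot be excluded. With the mock change taken against the null segregant and the response to infection from Vmut4#4, r was 0.144 for GmPH and -0.0309 for VAM. With the 2 Control lines exchanged, r was 0.222 for GmPH and 0.0787 for VAM. The same simulations gave at most 0.076 and 0.0968 for GmPH in these arrangements. They draw each gene independently, and no splits of the real libraries were run in these arrangements, so these limits may be too narrow. The level of infection-responsive transcripts was also scored in each mock-inoculated library, as the mean log2 CPM of genes raised by infection minus that of genes lowered by it, with the genes taken from the other transgenic genotype so that no scored library had chosen them. The score was -0.87 ± 0.36 in GmPH and -1.12 ± 0.31 in Control (SD, n = 6 libraries each), a difference of 0.25 log2 units (two-sided exact permutation test, p = 0.214, and 0.148 within replicate number). It was -1.08 ± 0.38 in VAM and -1.09 ± 0.32 in Control (SD, n = 6 each), a difference of 0.01 (exact permutation test, p = 0.957). With Benjamini-Hochberg adjustment over both comparisons, the p-values were 0.428 and 0.957. The difference for GmPH was 9.36% of the rise in score on infection of the Control lines. From the enrichment and the correlation it found, the paper proposes that expression of either PI3P-binding domain may put the plants in a physiological state related to defense.

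**Figure D3:**
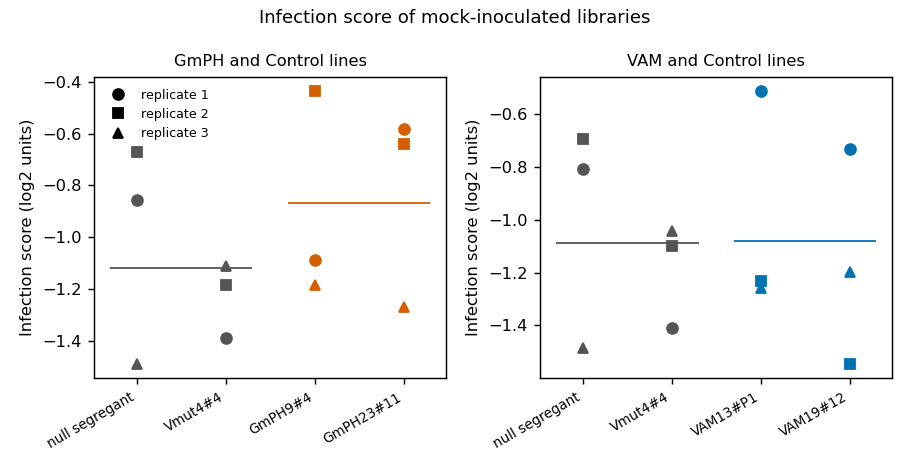
Infection score of each mock-inoculated library (vertical axis, log2 units) by line, for GmPH and Control lines (left) and VAM and Control lines (right), with symbol shapes for the 3 replicates and a horizontal bar at the mean of each genotype's 6 libraries. The libraries of GmPH (-1.27 to -0.435) and Control (-1.49 to -0.671) overlap.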

**Figure 6:**
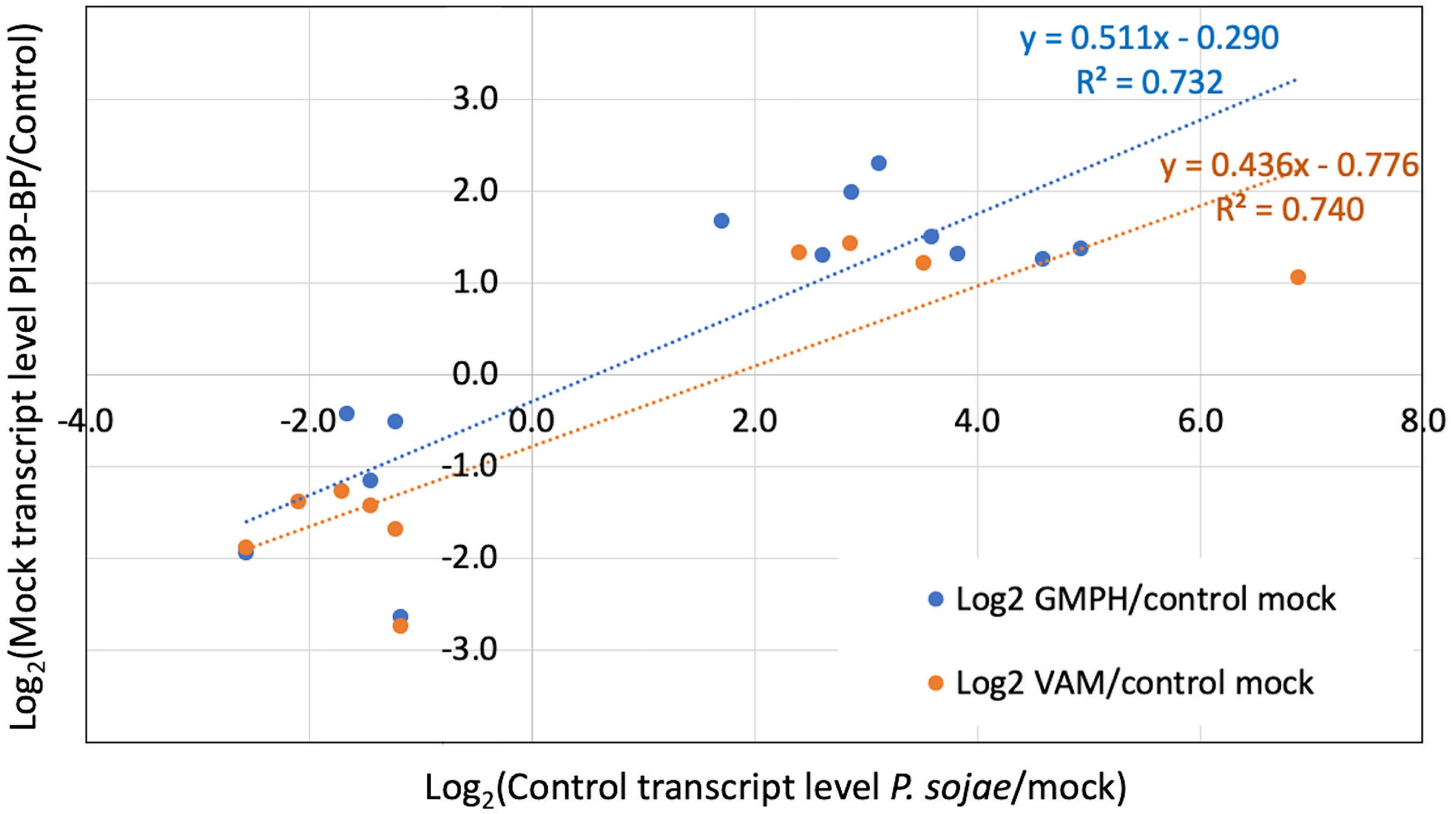
Correlation of relative transcript levels in mock inoculated GmPH and VAM lines with relative transcript levels in *P. sojae*-inoculated control lines. Only genes exhibiting significant changes in both Mock GmPH/Control and *P. sojae*/Mock Control or both Mock VAM/Control and *P. sojae*/Mock Control are included.

### Gene Ontology Annotations of Genes Affected by Transgene Expression in the Presence of *Phytophthora sojae*

As expected, infection-related GO terms were significantly enriched among the 57 genes in which the mean response of the GmPH and VAM lines to *P. sojae* infection was >2-fold different than the control lines. Those terms included “GO:0098542 Defense response to other organism,” “GO:0050832 Defense response to fungus,” and “GO:0006979 Response to oxidative stress” (Table 5). Also significantly enriched were genes annotated with “GO:0009725 Response to hormone” (8.4-fold, FDR *p* < 0.001) including genes annotated with “GO:0009753 Response to jasmonic acid” (18.4-fold, FDR *p* < 0.001) and “GO:0009737 Response to abscisic acid” (7.1-fold, FDR *p* < 0.01; Table 5).

**Table 5:** Enrichment of GO terms among genes significantly altered in transcript levels in GmPH and VAM lines in the presence of *Phytophthora sojae*.

Gene transcript changes	Mean response of VAM and GmPH lines different than controls^a^		Differing response between VAM and GmPH lines^b^	
Significant genes	(57 Genes)		(52 Genes)	
GO term	Genes^c^	Enrichment^d^	Genes	Enrichment
GO:0098542 Defense response to other organism	12	7.0^***^	11	7.1^***^
GO:0050832 Defense response to fungus	7	7.5^***^	6	7.0^**^
GO:0042742 Defense response to bacterium	6	8.9^**^	5	8.1^**^
GO:0009725 Response to hormone	18	8.4^***^	8	4.1^*^
GO:0009753 Response to jasmonic acid	6	18.4^***^	1	3.4
GO:0009739 Response to gibberellin	0	0.0	2	9.7
GO:0009737 Response to abscisic acid	6	7.1^**^	1	1.3
GO:0009723 Response to ethylene	2	7.7	0	0.0
GO:0009735 Response to cytokinin	1	2.6	0	0.0
GO:0009733 Response to auxin	2	3.3	1	1.8
GO:0009751 Response to salicylic acid	2	5.9	1	3.2
GO:0009416 Response to light stimulus	4	9.6^**^	3	7.9^*^
GO:0006979 Response to oxidative stress	4	6.9^*^	3	5.7
GO:0009611 Response to wounding	3	7.4^*^	0	0.0

Gene transcript criteria were as follows:

a Genes which showed significant (FDR-adjusted value of *p* < 0.1) transcript changes of at least 2-fold in the same direction in both the GmPH and VAM lines in response to *P. sojae* and in which the mean change of the GmPH and VAM lines was at least 2-fold different compared to the control lines, also includes genes in which the response in the control lines was at least 2-fold and significant (FDR-adjusted value of *p* < 0.1), but the GmPH and VAM lines both did not respond significantly.

b Genes in which changes in transcript levels in response to *P. sojae* infection differed between the GmPH and VAM lines by at least 2-fold and in which at least one set of lines (GmPH or VAM) differed significantly (FDR-adjusted value of *p* < 0.1) by at least 2-fold from the control lines.

c Number of genes meeting the criterion that were annotated with each GO term.

d The fraction of all significantly altered genes with the GO annotation, divided by the fraction of all genes with the GO annotation; asterisks indicated whether the enrichment is statistically significant based on a Fisher’s exact test with a false discovery rate correction: * FDR-adjusted *p* < 0.1; ** FDR-adjusted *p* < 0.01; *** FDR-adjusted *p* < 0.001.

Similarly, among the 52 genes in which the response to infection differed between the GmPH and VAM lines, “GO:0098542 Defense response to other organism” (6.4-fold, FDR *p* < 0.001) and “GO:0009725 Response to hormone” (4.6-fold, *p* < 0.01) were significantly enriched (Table 5). However, “GO:0009753 Response to jasmonic acid” (3.4-fold, FDR *p* > 0.1) was not significantly enriched (Table 5).

### Transgenic Soybeans Expressing GmPH Domains Show Changes in Levels of Phytohormones Involved in Defense Signaling

Given the significant enrichment of genes annotated with “GO:0009725 Response to hormone” among the transcriptome data, we assessed differences in phytohormone production in the mock-and *P. sojae*-inoculated GmPH and control soybean lines, using a similar experimental design as for the RNA sequencing experiment. After inoculation of hypocotyls, both infected hypocotyl tissue and uninfected primary leaves were harvested 12 h later and hormones measured with LC-electrospray ionization-tandem mass spectrometry (LC-ESI-MS/MS). The full set of phytohormone measurements is listed in Supplementary Table 5.

Analysis of mock-inoculated hypocotyl tissue showed that transgenic GmPH soybeans had a significantly higher level of JA-isoleucine, the bioactive form of jasmonic acid (33.2% increase). However, with *P. sojae* infection, the elevation was only 26.3% and not statistically significant (Figure 7A). Levels of jasmonic acid were elevated slightly in GmPH hypocotyl tissue for both treatments, but this was not significant (13.3% difference in mock, 11.1% difference in *P. sojae*-treated tissue, Figure 7C). Altered levels of JA-isoleucine were also seen in the uninfected primary leaf tissue distal to the site of inoculation on the hypocotyl. Levels of JA-isoleucine in control leaves showed a 44.2% decrease in *P. sojae*-inoculated tissue compared to mock (Figure 7B). This pattern was not seen in GmPH leaf tissue, where there was no change JA-Ile levels between mock- and *P. sojae*-inoculated tissue (Figure 7B). Likewise, there were no significant differences in JA levels among the leaf samples (Figure 7D). In addition to JA-Ile, there were also altered patterns of 12-hydroxyjasmonic acid and its isoleucine conjugate between control and GmPH leaf tissue (Supplementary Table 5).

**Figure 7:**
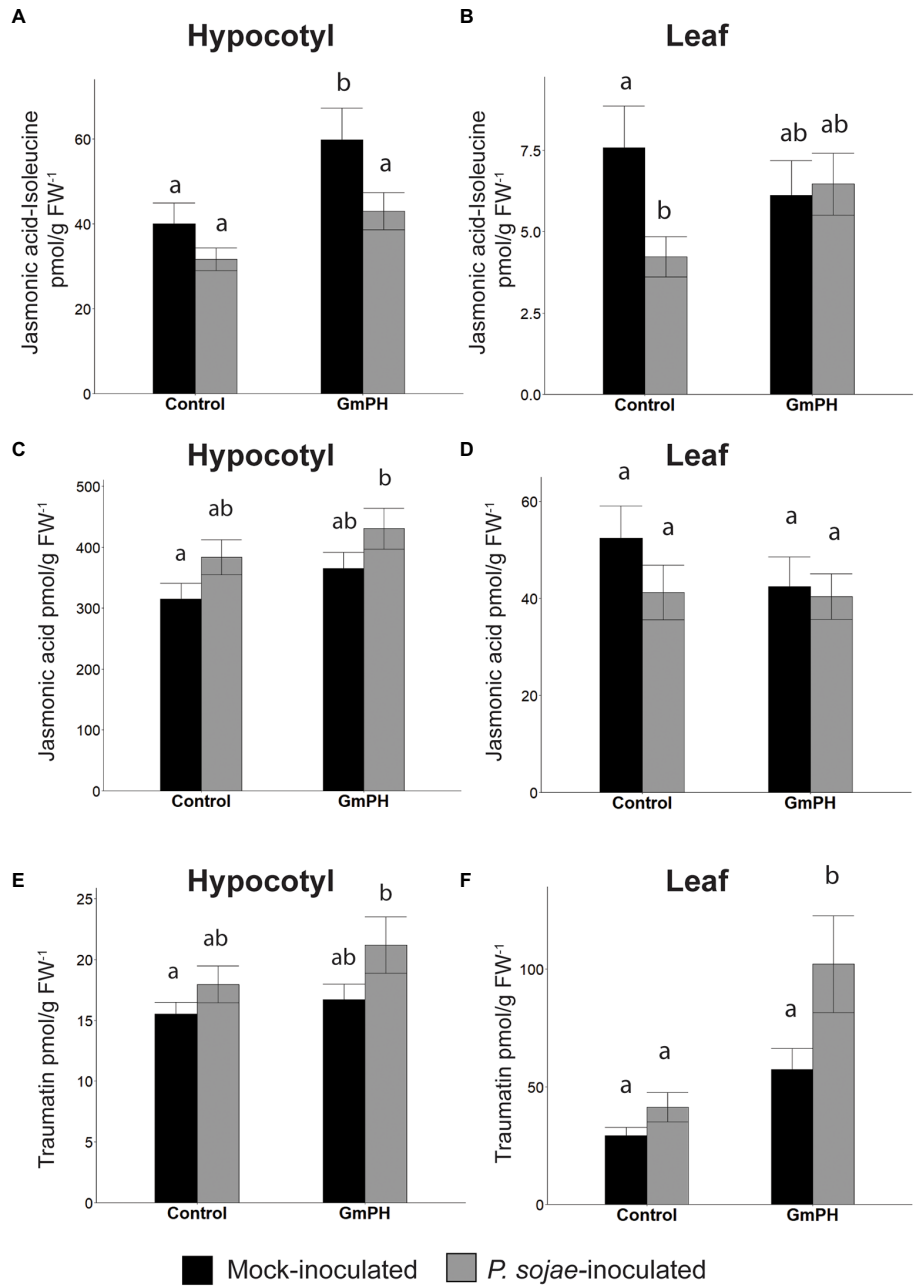
Phytohormone levels in GmPH and Control soybean lines. **(A,B)** Levels of Jasmonic acid-Isoleucine conjugate in hypocotyls **(A)** or primary leaves **(B)** of control (null and Vmut) and GmPH (GmPH9#4 and GmPH23#11) lines after mock- or *P. sojae* inoculation. **(C,D)** Levels of jasmonic acid, in hypocotyls **(C)** or primary leaves **(D)** of control and GmPH lines after mock- or *P. sojae* inoculation. **(E,F)** Levels of traumatin in hypocotyls **(E)** or primary leaves **(F)** of control and GmPH lines after mock- or *P. sojae* inoculation. All measurements represent the average of three independent biological replicates, 12 plants pooled per replicate. Letters represent significance groups at *p* < 0.05.

The wound-induced hormone, traumatin [(10E)-12-Oxododec-10-enoic acid] (English et al., 1939; Zimmerman and Coudron, 1979; Nakashima et al., 2013), showed significantly altered patterns in both hypocotyl and leaf tissue that suggested an increased induction following *P. sojae* inoculation of GmPH plants. The increase in hypocotyl tissue was slight (13.6% between mock- and *P. sojae*-inoculated control tissue; 21.2% between mock- and *P. sojae*-inoculated GmPH tissue, Figure 7E). However in leaf tissue, the difference in levels of traumatin in both mock- and *P. sojae*-inoculated control tissues was negligible, but there was a 43.8% increase in the *P. sojae*-inoculated tissue compared to mock-inoculated GmPH tissue (*p* < 0,05; Figure 7F).

## Discussion

The objective of this study was to test whether secretion of phosphoinositide-3-phosphate (PI3P)-binding proteins could confer disease resistance on stable transgenic soybean plants. The motivation for this strategy was evidence suggesting that binding to PI3P was involved in entry of oomycete RXLR effectors and some fungal effectors into host cells (Kale et al., 2010). Although the involvement of PI3P in effector entry remains controversial (Kale et al., 2010; Petre and Kamoun, 2014; Wawra et al., 2017), Helliwell et al. (2016) showed that secretion of phosphoinositide-3-phosphate (PI3P)-binding proteins could confer resistance against oomycete and fungal pathogens on stable transgenic cacao (*T. cacao*) plants. In that study, the transgenic PI3P-binding cacao leaves were shown to have enhanced resistance to two different species of oomycete pathogens: *Phytophthora tropicalis* and *P. palmivora*, which are both causal agents of Black pod rot, along with two isolates of fungal pathogen *Colletotrichum theobromicola*, which causes a leaf and pod spot disease. Resistance could be observed when any of four different phosphoinositide-3-phosphate (PI3P)-binding proteins were expressed in the cacao leaves. Furthermore, resistance required a functional PI3P-binding site and also required secretion of the proteins to the apoplast. Those results demonstrated that the strategy was effective against diverse pathogens (Helliwell et al., 2016).

In this study, we selected two PI3P-binding proteins that would be considered acceptable in a transgenic food plant, namely the soybean PH domain protein GmPH1 and the yeast PX domain protein VAM7. As controls, we selected a VAM7 mutant that had been validated as a negative control by Helliwell et al. (2016) as well as a PI4P-binding protein FAPP1, which had also been shown to be ineffective in conferring resistance in cacao. Our results confirmed that stable expression of the two PI3P-binding proteins in soybean could increase resistance against *P. sojae*. Plants expressing GmPH protein showed resistance in both detached leaf and hypocotyl inoculation assays, while plants expressing VAM7 protein showed statistically significant resistance only in the leaf assays. Plants expressing the two proteins displayed a wide range of transcript levels for the relevant transgenes, but the level of resistance was not correlated with transcript levels. In cacao, the VAM7 constructs conferred a slightly higher level of resistance than the GmPH constructs (Helliwell et al., 2016). Differences in the level of resistance conferred might result from the level and stability of the secreted proteins in the apoplast of each species.

Here, we also examined the effect of transgene expression on nodulation by the mutualist, *B. japonicum*, which is important to soybean production and hence to the phenotype conferred by the transgenes. The results showed that two of the GmPH lines, GmPH9#4 and GmPH22#5, exhibited fewer and smaller nodules, as well as reduced physiological benefits from nodulation. Since *B. japonicum*, like other prokaryotes, does not produce PI3P, these results suggested that the physiology of the plants themselves might be responsible for the resistance to both *P. sojae* and *B. japonicum*.

To assess the physiology of the plants, we conducted transcriptome and hormone analyses. In particular, we aimed to investigate the physiological basis for the enhanced resistance against *P. sojae* and also to investigate why two of the GmPH lines, but not the VAM lines, showed increased resistance to *B. japonicum.*

Although 96 genes exhibited altered transcript levels in either the GmPH or VAM lines in the absence of *P. sojae*, only 24 exhibited altered transcript levels in both the GmPH and VAM lines. Changes shared by the two sets of lines might be associated with the PI3P-binding activities of the GmPH and VAM domain proteins produced by the lines. The GO terms “GO:0098542 Defense response to other organism” and “GO:0009753 Response to jasmonic acid” were elevated among the larger set of 96 genes, but not among the shared set of 24 genes. On the other hand, genes that responded to *P. sojae* infection in the control lines were significantly enriched in the shared set of 24 genes as well as the larger set of 96 genes. Furthermore, there was a significant correlation between the magnitude of the change during infection of the control lines and the magnitude of the change in the GmPH and VAM lines in the absence of infection. These observations suggest that expression of either of the PI3P-binding domains, but not the control constructs, may produce a physiological state related to a defense response, which perhaps better prepares the plants to resist infection. Decreased expression of an ortholog of *Arabidopsis* EDR2 in both sets of lines is consistent with this hypothesis. *Arabidopsis edr2* mutants exhibit enhanced resistance against biotrophic fungi (Tang et al., 2005; Vorwerk et al., 2007). Defense-related genes are elevated more strongly in *edr2* mutants following infection compared to wild-type plants (Tang et al., 2005; Vorwerk et al., 2007).

In the presence of *P. sojae*, a wider set of genes (56) showed greater than a 2-fold difference in both the GmPH and VAM lines than in the controls. These genes included the GO annotations “GO:0009753 Response to jasmonic acid” (12.5-fold, FDR *p* < 0.01) and “GO:0009737 Response to abscisic acid.” These observations are consistent with a stronger defense response in the GmPH and VAM lines, possibly involving altered jasmonate and abscisic acid signaling. Consistent with this observation, jasmonyl-isoleucine levels were 49.9% higher (*p* < 0.05) in mock-inoculated GmPH hypocotyls compared to the control lines. Jasmonate is well documented as being required for *Phytophthora* resistance in several plant species (Li et al., 2020; Long et al., 2021). Abscisic acid has been documented as a negative regular of plant defense against hemi-biotrophic pathogen, but can contribute positively to defense through the regulation of callose deposition (Mauch-Mani and Mauch, 2005) and also positively regulates defense against necrotrophs (García-Andrade et al., 2020). Leaf tissue distal to the site of infection exhibited elevated levels of the wounding signal traumatin and decreased levels of IAA, which can inhibit defense responses (Figure 7). Therefore, these signal compounds could also possibly contribute to elevated resistance. On the other hand, the transcriptome data did not reveal enrichment of genes annotated with “GO:0009611 Response to wounding” or “GO:0009733 Response to auxin” in any lines in the presence or absence of *P. sojae*. Fatty acid oxylipins and epoxides with anti-microbial activity (Prost et al., 2005) that were elevated in the distal leaf tissues (Supplementary Table 5) may also contribute to increased resistance.

Genes that differ in expression between the GmPH and VAM lines might account for the different levels of *P. sojae* resistance conferred by the transgenes and also the negative effects on nodulation observed in some GmPH lines but not in the VAM lines. A substantial number of genes differed more than 2-fold in transcript levels between the GmPH and VAM lines, 52 in the presence of *P. sojae* and 49 in its absence. The GO term, “GO:0098542 Defense response to other organism” was significantly enriched among both gene sets. Furthermore, genes altered during *P. sojae* infection of the control lines were significantly enriched among the 49 genes differentially altered by transgene expression in the absence of *P. sojae*. One example was an ortholog of the Arabidopsis *FMO1* gene involved in biosynthesis of L-pipecolic acid, a long-distance signal of systemic acquired resistance (elevated 161-fold by infection in the GmPH lines, but only 73-fold in the VAM lines). Although the GO term “GO:0009753 Response to jasmonic acid” was not enriched within either gene set, a key jasmonate metabolic gene, JAR1, encoding jasmonyl-isoleucine synthetase, was 5.3-fold elevated in GmPH hypocotyls in the absence of *P. sojae* compared to control lines but 3.2-fold decreased in VAM hypocotyls. Consistent with this observation, jasmonyl-isoleucine levels were 49.9% higher (*p* < 0.05) in mock-inoculated GmPH hypocotyls compared to the control lines. These observations suggest that the different levels of resistance of the GmPH lines compared to the VAM lines may derive from elevated levels of signaling compounds such as L-pipecolic acid and jasmonyl-isoleucine.

Negative effects on nodulation were observed in the two lines with the highest expression levels of the GmPH domain protein (GmPh9#4 and GmPh22#5) but not in the line (GmPH23#11) with the lowest *GmPH* gene expression, nor in the lines expressing VAM domain proteins. Jasmonate has been implicated as negative regulator of nodulation in *Lotus japonicus* and *Medicago truncatula* (Nakagawa and Kawaguchi, 2006; Sun et al., 2006), so it is possible that elevated synthesis of jasmonyl-isoleucine observed in the two lines expressing the highest levels of the GmPH domain proteins may be responsible for this negative effect. However, the fact that the VAM lines and the lowest-expressing GmPH line all exhibited elevated *P. sojae* resistance in the absence of negative effects on nodulation indicates that the two phenotypes are not inevitably connected.

Overall, the results from this study confirm the observation by Helliwell et al. (2016) that transgenic expression of PI3P-binding proteins is an effective strategy for increasing *Phytophthora* resistance in crop plants. In particular, our results show that the soybean GmPH and yeast VAM domain proteins, both from species regularly consumed by humans, are effective in this role. Our results also show that potential negative effects on interactions with beneficial microbes such as rhizobia are not an inevitable consequence of increased oomycete resistance and can be avoided. Ultimately though, additional factors may play a role in resistance when the plants are grown outside of a controlled environment. As a case in point, two small field tests conducted to date did not reveal statistically significant differences between lines expressing PI3P-binding proteins and non-transgenic soybeans for seedling establishment or yield in the presence of *P. sojae*.

The mechanisms by which secretion of PI3P-binding proteins increases resistance to *Phytophthora* infection remain to be fully resolved. Since multiple PI3P-binding proteins, but not mutant proteins, confer resistance in both soybean (this study) and cacao (Helliwell et al., 2016), the PI3P-binding activities of the proteins appear essential for producing resistance. The original rationale for employing these proteins, namely interfering with PI3P-mediated effector entry, was not directly addressed by this study, though the increased expression of many host defense genes during *P. sojae* infection could plausibly result from decreased entry of defense-suppressing effector proteins. This study does, however, demonstrate that the expression of the PI3P-binding proteins induces elevated expression of many infection-associated genes, consistent with the triggering of some kind of primed state in the plants (Mauch-Mani et al., 2017) possibly involving jasmonate (Arévalo-Marín et al., 2021). The mechanisms by which this state is produced remain to be investigated, in particular whether the PI3P molecules involved are located externally or internally. Helliwell et al. (2016) showed that PI3P-binding protein must be secreted in order to confer resistance to *Phytophthora* species. However, our experiments did not test whether PI3P-binding proteins without a secretory leader could trigger transcriptional changes associated with a possible primed state. Lu et al. (2013) also showed that secreted PI3P-binding proteins could target the mycelial surface of *P. sojae*, and Zhou et al. (2021) showed that this action could be used to target anti-microbial peptides to the surface of several *Phytophthora* species. So it is possible that secreted PI3P-binding proteins could negatively impact the pathogen directly, as a third mechanism of action.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: NCBI GEO—GSE201739.

## Author Contributions

BT and WP conceived the project. EH, PL, JV-A, SP, EB, MK, WP, and BT planned the experiments. EH, PL, FA, MD, AC, JV-A, BK, and EB conducted the experiments. EH, BK, EB, and BT analyzed the data. EH and BT wrote the paper with input from all authors. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by NSF grant IOS-0965353 (to BT), USDA NIFA AFRI grant 2011-68004-30104 (to BT and WP), and by Oregon State University. The metabolite analyses were in part supported by USDA NIFA grant 2017-67013-26524 to MK, and the *B. japonicum* assays were in part supported by NSF-DEB-193239 to SP.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

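Hypocotyl RNA was sequenced from 6 soybean lines, mock-inoculated or inoculated with P. sojae, in 3 replicates, with 36 libraries in all. The paper pools the null segregant and Vmut4#4 as Control, GmPH9#4 and GmPH23#11 as GmPH, and VAM13#P1 and VAM19#12 as VAM, and the same groups of 6 libraries per genotype and treatment were used.

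The authors deposited counts of reads per gene from htseq-count, which are whole numbers without normalization, for 73320 genes named by Phytozome numbers. They also deposited a normalized signal table, in which each column is the count column of the same library divided by a single size factor (largest relative spread of the quotient within a library, 9.8e-10). Size factors computed from the counts with DESeq2 differed from the deposited divisors by at most 8.1e-05 in relative terms. The normalized table was used for this check only, and all values were computed from the counts. No table in the paper or the reference pairs these gene numbers with Glyma identifiers, so the genes that the paper names, its Gene Ontology terms and its quantitative PCR comparison were not analysed here.

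Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9. Genes past edgeR's filterByExpr with a count minimum of 10 (31093 genes) were scaled with TMM and fitted with edgeR's quasi-likelihood model, with 6 groups of genotype by treatment and the replicate number as a block, because the study's mixed model has the replicate as a random effect. Single lines were compared in a second fit with 12 groups of line by treatment. A gene was called at a Benjamini-Hochberg adjusted p under 0.1 and a difference of at least 2-fold. The counts by size of difference alone were taken from the fitted log2 differences, over the genes past the thresholds in GmPH or VAM (for the mean response, past them the same way in both, or in Control and in neither), with no test of the difference itself. The fitted model had a prior of 7.42 degrees of freedom and a common dispersion of 0.0963.

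Principal components came from DESeq2's variance-stabilized counts of the 500 most variable genes, since the paper names DESeq and the paper's text does not name a number of genes. Infection scores used log2 CPM with a prior count of 2. Genes at which lines stand apart were looked for among the 32966 genes with at least 100 counts over all libraries. Comparisons of library values used two-sided exact permutation tests, enrichment used Fisher's exact test, and r was computed across genes with no p-value. The intervals and floors given for single genes cover counting error only, and use a 95% exact interval and a floor of 3 counts over a group.

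The replicate numbers pair the libraries, because the paper describes each replicate as an independent repeat of the whole experiment. The cluster numbers of Supplementary Table 2 also place each replicate on a sequencing lane of its own. In the 35 libraries read from that table, the counts were 73.3% to 93.5% of the clusters when lane and replicate numbers were matched in order, and the other 5 ways to match them left a larger spread (SD of 12.5 to 16.2 percentage points against 4.92). A difference between replicates can therefore come from the experiment or the lane. Deviations from the group means correlated with a median r of 0.029 over the 198 pairs of libraries with the same replicate number, and 28 of these pairs had r over 0.1.

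The test was checked on counts simulated for the same genes from the libraries' means, sizes and spread. With 200 genes changed between mock-inoculated GmPH and Control, edgeR called 166 of them on 30959 genes with 9 unchanged genes among its calls, DESeq2's Wald test 173 with 24, and limma-voom 160 with 12. All 200 changes were well above 2-fold, and no differences between lines were put in. In edgeR's fit of the simulated counts the prior had 10.9 degrees of freedom, against 7.42 in the data. The fit by line, on 33113 genes, called 158 of the 200 between GmPH9#4 and Control with 7 unchanged genes. A score difference of 1 log2 unit put into simulated GmPH libraries was recovered as 0.912.

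The alternatives were DESeq2's size factors, DESeq2's Wald test, limma-voom with the replicate as a random effect, no filter on low counts, no replicate block, an adjusted p under 0.05, lines as the unit with replicates summed, the 18 mock-inoculated libraries alone, each replicate number and each line left out in turn, disjoint Control lines for the 2 axes of a correlation, all infection-changed genes, gene sets from the Control lines, permutation within replicate number, a prior count of 0.5, and other genes or scales for the principal components. Other splits of the libraries between genotypes or treatments were drawn within replicate number (60 of each, the real one included), so that all of them part the libraries of as many replicate numbers. Designs, alternatives and the rule for named genes were set before the data were examined. The rule, written with the paper's own values for its genes already seen, took the genes that the paper names and the 3 largest rises and 3 largest falls per genotype past the thresholds that went the same way in both lines of the genotype. Because the files give no names, only the largest rise and the largest fall of each genotype are named in the text.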

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

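The tests of the 3 single libraries, of the scaling behind the differences between lines and of PC2 between the lines of a genotype were chosen only after the results were seen, and the splits of the libraries were set before. Within each genotype and treatment, 6 measures were examined for a library far from the other 5, which makes 36 groups, and 3 had such a library, where chance gives about 1 in 20 groups.

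The mock-inoculated Vmut4#4 library of replicate 3 stood out by its total of 27354146 counts, where the other 5 mock-inoculated Control libraries had 22324832 to 24116641. The library also had the most clusters in the paper's Supplementary Table 2 (30194174, against 24974088 to 26784737 in the others). Of its clusters, 90.6% were counted on genes, against 84.5% to 90.6% in the other 5. The larger total goes with the larger number of clusters of that library. Its counted share was also the highest of the group, though equal to the next after rounding. A small part from a larger share is therefore not excluded. No biological explanation was tested for it.

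The mock-inoculated Vmut4#4 library of replicate 1 stood out by the lowest number of genes above 0, at 32831, where the other 5 had 33534 to 33920. It also had the fewest counts of the group, but with all 6 libraries thinned to its 22324832 counts the others still had 33530 or more, and its gap to the nearest library was 0.668 of the group's range, against 0.646 before thinning. Depth therefore does not explain the gap. The quality of the RNA and the makeup of the pooled tissue stay open and were not tested.

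The P. sojae-inoculated Vmut4#4 library of replicate 3 had the highest infection score of its group, at 2.315 log2 units, where the other 5 had 1.215 to 1.565. Its total counts ranked 3 among the 6 libraries, which argues against library size. Of the genes raised by infection, 76.7% lay above the mean of the other 5 libraries in it, which argues against a few genes carrying the score. A stronger infection in that pool of plants may be the source, and was not tested. At 12 genes, every Vmut4#4 library, this one included, lay above or below every library of the other lines, with both treatments taken together. On PC2 it lay at -2.286, among the P. sojae-inoculated Vmut4#4 libraries (-3.01 to -1.11). Both values argue against a mislabelled sample of another line.

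Lines with the same transgene differed in mock-inoculated tissue. Tested directly with edgeR's quasi-likelihood test, GmPH9#4 and GmPH23#11 differed at 95 genes (29 higher and 66 lower in GmPH9#4) and VAM13#P1 and VAM19#12 at 27 genes (9 and 18). A wrong scaling factor moves all genes of a library the same way, and the 29 and 9 genes in the direction with fewer genes are more than false calls would give, which argues against the scaling of the libraries as the whole cause. The real split gave the most genes of the 10 splits of 3 libraries against 3 in both cases (1 of 10), but such a design cannot give a share under 0.1, so the splits alone cannot exclude chance for either, with at most 41 genes in the other 9 splits of the GmPH lines and 1 in those of the VAM lines. On PC2, over both treatments, each GmPH9#4 library lay above each GmPH23#11 library and each VAM13#P1 library above each VAM19#12 library (exact permutation test, p = 0.00216 each, 6 libraries against 6), which argues against chance as the source of a difference between these lines. Leaving out replicate 2 or 3 lowered the first count to 39 or 52, and leaving out replicate 3 lowered the second to 11. Differences between the lines in transgene expression, in the place of insertion or in background are open biological explanations, and were not tested.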

How the results depend on the processing

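The settings with non-significant responses set to 0, and with a response differing from Control in GmPH or VAM, were chosen after seeing the data, and all other alternatives were set before. Over the alternatives, the results named in the design were on the same side in 304 cases, moved in 88, became stronger in 5 and reversed in 14.

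The counts of genes changed by P. sojae in Control, GmPH, VAM and in all 3 genotypes stayed within 1.5 times their values under each alternative run for them. The replicate block mattered little, since without it the counts were 18 for GmPH and 19 for VAM, against 17 and 20 with it, and it changed no count of genes called between groups by more than 1.5 times. Exact permutation of the infection scores within replicate number gave p = 0.148 for GmPH and 0.972 for VAM.

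Without the filter on low counts, the count rose to 264 in mock-inoculated GmPH and 190 in VAM, 69 changed the same way in both, 235 between GmPH and VAM, 37 and 70 for the GmPH and VAM interactions, and 35 for the difference in their response. By size of difference alone there were 203 genes in mock-inoculated tissue and 1831 in the response. The enrichment was 5.99-fold and r for VAM 0.547. Of the 264 and 190 genes, 249 and 181 had passed the filter, and all 17 and all 20 genes called with the filter were among the calls. The prior degrees of freedom rose from 7.42 to 1046 once the fit took in all 43760 genes with a count, so that the spread of each gene gave way to the trend over all genes.

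DESeq2's Wald test called 52 genes in GmPH, 48 in VAM, 72 between GmPH and VAM, 48 by size of difference, 3 for the VAM interaction and 1 for the difference in response, with an enrichment of 3.58-fold and an r of 0.60 for VAM. Of its calls in GmPH and VAM, 17 and 20 were those of edgeR. By line it called 220 for GmPH9#4, 62 for GmPH23#11, 92 for VAM13#P1, 131 for VAM19#12, 161 between the GmPH lines and 53 between the VAM lines. The cause was not tested. With DESeq2's size factors in edgeR, r for VAM was 0.400.

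With limma-voom, the enrichment fell to 0.639, GmPH23#11 had 47 genes, and 76 differed between Vmut4#4 and the null segregant. At an adjusted p under 0.05, 11 genes differed between GmPH and VAM, and the enrichment was 0, since none of the fewer called genes was changed by infection. With lines as the unit, which leaves 2 lines against 2, 1 gene was called in GmPH, 8 in VAM, 1 in both, 2 between GmPH and VAM and 8 by size of difference.

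With each replicate left out in turn, which leaves fewer libraries, the counts were 4 to 10 in GmPH, 8 to 14 in VAM, 2 to 4 in both, 5 to 20 between GmPH and VAM, and 8 to 15 by size of difference. By line they were 51 to 142 for GmPH9#4, 7 to 14 for GmPH23#11, 19 to 24 for VAM13#P1, 13 to 39 for VAM19#12, 19 to 39 between Vmut4#4 and the null segregant, 39 to 66 between the GmPH lines and 11 to 24 between the VAM lines. The enrichment lay between 0.415 and 2.34, at 0.415 without replicate 1 and 0.915 without replicate 2. The VAM score difference lay between -0.21 and 0.27, at -0.209 without replicate 1 and -0.0407 without replicate 3. PC1 held 87.2% to 91.8% and PC2 2.18% to 2.89%.

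Single lines moved the mock counts. Without Vmut4#4 there were 41 genes in GmPH, 59 in VAM, 27 in both, and 1385 changed by infection in GmPH and VAM only, with an enrichment of 0.517, an r of 0.171 and a VAM score difference of -0.0816. Without the null segregant, 791 genes differed in mean response, and the enrichment was 0.851. Without VAM13#P1 there were 42 genes in VAM, 3 in both, 53 between GmPH and VAM, 42 by size of difference and 465 changed by infection in GmPH and VAM only, with an r of -0.103 and a VAM score difference of -0.0719. Without VAM19#12 there were 4 genes in both, and the enrichment was 0.889. Without GmPH9#4 there were 3 in both, with an enrichment of 2.23-fold and an r of 0.489. Without GmPH23#11 there were 91 genes in GmPH, 109 between GmPH and VAM and 87 by size of difference, with an enrichment of 2.18-fold, an r of 0.0787 and a VAM score difference of -0.0193. The cause was not tested.

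With disjoint Control lines, r for VAM was 0.111 across called genes and -0.0309 across all infection-changed genes in the arrangement with the null segregant in the mock change. Over all infection-changed genes with shared Control libraries it was 0.301. For GmPH, a single gene was past both thresholds, so r across called genes has no value to compare, and under the alternatives with at least 3 such genes it ranged from -0.355 (3 genes) to 0.722 (3 genes).

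Infection scores from gene sets of the Control lines gave a difference of 0.524 for GmPH (two-sided exact permutation test, p = 0.039). The mock-inoculated Control libraries scored had then chosen the genes themselves, which by construction lowers their score. The VAM difference changed sign with a prior count of 0.5, to -0.00212, as it did when replicates 1 or 3 or any of 3 lines were left out, from a value of 0.0101 near 0. PC1 held 50.9% of the variance of all genes past the filter and 75.4% on log2 CPM, and PC2 5.82% and 4.44%.

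By size of difference, and with non-significant responses set to 0, 1493 genes differed in mean response from Control and 3118 between GmPH and VAM. Where the response of GmPH or VAM also had to differ from that of Control past the thresholds of edgeR's test, 0 genes remained. The 2 interactions had 986 and 1795 genes at an unadjusted p under 0.05 (3.17% and 5.77% of those tested). In them, 0 and 3 genes were called by DESeq2's Wald test, 0 and 0 by limma-voom, and 37 and 70 by edgeR without the filter.

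Of the named genes, PAC:26356313 in GmPH and PAC:26311038 in VAM stayed past the thresholds under each alternative that tested them. PAC:26311038 in GmPH had an adjusted p of 0.442 with limma-voom, of 0.498 with lines as the unit and of 1.53e-18 without the filter. It was also no longer called with any replicate left out (adjusted p of 0.331 to 0.485). PAC:26336525 in VAM had an adjusted p between 1.16e-27 without the filter and 0.815 with lines as the unit, and has no value without the null segregant or with mock-inoculated libraries alone.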

Differences from the paper's values

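Values from the paper are marked as the paper's. The alternatives named were set before the data were examined unless stated otherwise.

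In mock-inoculated tissue, 17 genes were called in GmPH and the paper's value is 67. DESeq2's Wald test (52 genes) and the fit without GmPH23#11 (91) came within 1.5 times of it, and the other alternatives did not, with 1 to 41 genes, apart from 264 without the filter. In VAM, 20 genes were called and the paper's value is 54. DESeq2's Wald test (48), the fit without Vmut4#4 (59) and that without VAM13#P1 (42) came within 1.5 times, and the other alternatives did not (8 to 24, and 190 without the filter). In either genotype there were 29 genes and the paper's value is 96, with DESeq2's Wald test (88), the fit without Vmut4#4 (73) and that without GmPH23#11 (106) within 1.5 times and no other alternative.

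In both genotypes 6 genes were lower and the paper's value is 21. The fit without Vmut4#4 gave 22, and no other alternative came within 1.5 times. In GmPH only there were 9 genes and the paper's value is 41, which DESeq2's Wald test (40) alone approached. In VAM only there were 12 genes and the paper's value is 29. DESeq2's Wald test (36) and the fits without Vmut4#4 (32), VAM13#P1 (39) or GmPH9#4 (21) came within 1.5 times, and the other alternatives did not. By size of difference between mock-inoculated GmPH and VAM there were 21 genes and the paper's value is 49, with DESeq2's Wald test (48) and the fit without VAM13#P1 (42) within 1.5 times and no other alternative, the setting chosen after seeing the data (26) included.

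Infection changed 6593 genes in at least 1 genotype and the paper's value is 1972. Changed in GmPH and VAM and not in Control were 791 genes, where the paper's value is 19, and in Control and in neither GmPH nor VAM 510 genes, where the paper's value is 55. By size of difference alone, 271 genes had a mean response at least 2-fold above Control, where the paper's value is 43, and 255 at least 2-fold below it, where the paper's value is 14. The response differed by size between GmPH and VAM at 1106 genes, where the paper's value is 52. The response was higher in GmPH at 516 of these, where the paper's value is 22, and in VAM at 590, where the paper's value is 30. Of the genes elevated by infection, 187 rose more in GmPH, where the paper's value is 16, and 422 more in VAM, where the paper's value is 25. No alternative came within 1.5 times of any of these values. Setting non-significant responses to 0, which was chosen after seeing the data, widened the gaps (3118 genes for the response of GmPH against VAM). A footnote to the paper's table asks that at least 1 genotype differ from the control lines. Read as a difference in response, which was also chosen after seeing the data, this leaves 0 genes, since no interaction passed edgeR's test. At an unadjusted p under 0.05 there were 986 and 1795 genes (3.17% and 5.77% of those tested). Called were 0 and 3 genes by DESeq2's Wald test, 0 and 0 by limma-voom, and 37 and 70 by edgeR without the filter.

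The fold enrichment for infection-changed genes among those changed in GmPH or VAM was 1.52 and the paper's value is 3.9. The 2 folds rest on unlike sets of infection-changed genes. Here 3536 of 31093 genes were changed by infection of Control, while the paper counts 1972 changed in at least 1 genotype. A larger set lowers the fold that a given overlap gives, so the 2 folds are not like for like. With DESeq2's Wald test it was 3.58, and no other alternative came within 1.5 times. The R2 of the mock change and the Control response to infection was 0.17 for VAM, across 4 genes, where the paper gives a value above 0.7. No alternative reached it, the highest being 0.36 with DESeq2's Wald test. For GmPH no value could be computed from 1 gene, and the alternatives with a value gave at most 0.522 (3 genes, without the null segregant), with 0.269 across 21 genes with DESeq2's Wald test.

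The paper describes a gene higher in GmPH and lower in VAM, and here 0 genes were past the thresholds in opposite directions, and 4 without the filter on low counts. It reports enrichment for infection-changed genes among the genes changed in both genotypes, and here 0 of 8 such genes were changed by infection. It describes the null segregant, Vmut4#4 and VAM19#12 as not separable within a treatment. Here VAM19#12 did not differ on PC2 from the pooled Control libraries (-0.259 units, exact permutation test, p = 0.757), with its mean between those of the Control lines. Each Vmut4#4 library lay above each null segregant library, by a mean of 3.05 units (exact permutation test, p = 0.00216).

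In the paper's Supplementary Table 4, as read here with 132 genes, the response of Control is listed as exactly 0 with an adjusted p of 1 for 22 genes, which a fitted response of a gene with counts would not give. These entries were not used.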

Other observations

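The tests of pairs of lines and of the same 4 lines in other groupings, of the genes at which lines stand apart, of PC2 between lines, and of the larger number of genes in VAM were chosen or changed after the results were seen, and the others were set before. Splits were drawn within replicate number, so that each parts the lines of the 3 replicates in another way and mixes lines within a genotype.

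Chance can be excluded for the numbers of genes called in mock-inoculated GmPH (17) and VAM (20), for the 8 changed in both, and for the 20 tested and 21 counted by size between GmPH and VAM, since in each case 1 of 60 splits of the libraries between genotypes, the real one, gave as many. It can also be excluded for the genes changed by infection in Control, GmPH, VAM and all 3 genotypes (1 of 60 splits between treatments each). For the interactions and the tested difference in response the splits decide nothing, since at counts of 0 every split (60 of 60) gives as many. Chance cannot be excluded for the 526 genes by mean response (50 of 60) or the 1106 genes by response of GmPH against VAM (19 of 60). For the enrichment the splits decide nothing, since the others called at most 9 genes in GmPH and 5 in VAM. Of the 15 splits with called genes, 11 gave as much, and the others had a median of 6.695-fold. Chance cannot be excluded for the correlation of GmPH across all infection-changed genes (6 of 60) or that of VAM (28 of 60). For r across called genes in VAM only 2 splits had a value, both as large, which is too few to decide.

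Such splits mix the lines, so they leave open whether a genotype or its lines differ. With each of the 6 lines kept whole, 10 of the 45 comparisons of a pair of lines with another pair gave at least the 17 genes of GmPH, 6 gave at least the 20 of VAM, and 4 of the 45 choices of a reference pair gave at least the 8 shared genes. Of the 15 comparisons that keep the 2 lines of a genotype together on a side, 9 gave at least 17 genes, and of the 30 that mix genotypes on both sides, 1 did. That 1, Vmut4#4 and VAM19#12 against VAM13#P1 and GmPH9#4, gave 28 genes, the most of the 45. All 4 choices with at least 8 shared genes had the 2 lines of a genotype as the reference. Most of the large counts thus carry a genotype contrast themselves, so these comparisons do not decide between the transgene and the line. With the same 4 lines set 2 against 2 in the 3 possible ways, GmPH against Control gave 17 genes and the other 2 ways 7 and 10, and VAM against Control gave 20 and the others 7 and 8. The real grouping was the largest in both (1 of 3), which is too few to exclude differences between single lines. An effect of the transgenes on the called genes stays open too, with 6 of the 17 and 9 of the 20 called in both lines taken singly. All 17 and all 20 changed in the same direction in both lines. Of these, 15 and 19 had an unadjusted p under 0.05 in both. Choosing the genes on the pooled lines favours such agreement.

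Single lines were tested in the same manner against 27 splits each. For GmPH9#4, chance can be excluded (1 of 27 gave its 117 genes). For GmPH23#11 and VAM13#P1 (3 of 27 each) and VAM19#12 (2 of 27) the splits alone cannot exclude it. The other splits that gave as many set a whole Control line apart, and so carry a difference between lines, while the 24 splits that mix lines gave at most 11, 6 and 9 genes. With the null segregant set apart from the rest, 55 genes were called in the fit of GmPH23#11, 68 in that of VAM13#P1 and 66 in that of VAM19#12. With Vmut4#4 set apart, there were 31, 44 and 35. In the fit of GmPH9#4, the null segregant set apart gave 89 genes and Vmut4#4 set apart 66, against 117 for the line itself. On PC2 each library of GmPH23#11 and VAM13#P1 lay above each Control library (exact permutation tests, p = 0.000269 and 0.000377), which argues against chance as the source of a difference of these 2 lines from Control. VAM19#12 did not differ from the pooled Control libraries (p = 0.757, exact permutation test). Its mean PC2 lay between those of the Control lines, so this does not show a match with either. The 49 genes between Vmut4#4 and the null segregant were the most of 10 splits (1 of 10), with at most 1 gene in the other 9, which alone cannot exclude chance with 3 libraries against 3. On PC2 each Vmut4#4 library lay above each null segregant library (exact permutation test, p = 0.00216, 6 libraries against 6 over both treatments), which argues against chance as the source of a difference between them.

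Genes at which every library of some lines lay above or below every library of the others were counted among 32966 genes. Libraries of both treatments were taken together, so a mock-inoculated library was also compared with P. sojae-inoculated ones. A single line stood apart at 138 genes, a pair of lines at 27 and 3 lines at 5. The GmPH lines stood apart together at 1 gene, the VAM lines at 4, and the null segregant with Vmut4#4, the 2 lines with no functional transgene, at 4. The null segregant and VAM19#12, from whose population the paper derives it, stood apart together at 2 genes. Among the 12 pairs that mix genotypes the highest count was 3. Such counts are too few to exclude either transgene or common descent as the source of these genes, or to show any of them.

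The correlation between the mock change and the response of Control to infection was tested for the share that comes from Control libraries used on both axes. For GmPH, r over all infection-changed genes stayed at 0.144 or more with disjoint Control lines, above the simulated groups. The simulations draw each gene independently, and with shared Control libraries they gave a narrower range of r than splits of the real libraries. With shared Control libraries, 6 of 60 splits gave an r as large, and no splits were run with disjoint Control lines. These values thus do not decide whether shared libraries alone account for the correlation of GmPH. For VAM, r was -0.0309 in an arrangement and 0.0787 in the other, against at most 0.0697 and 0.0788 in simulated unchanged groups, and a correlation of VAM cannot be told apart from the effect of shared libraries. What keeps it open is that r has a different sign in the 2 arrangements.

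The infection score of mock-inoculated GmPH libraries exceeded that of Control with any replicate left out (smallest difference 0.20) and any line left out (smallest difference 0.13), which argues against a single replicate or line carrying it, though its exact permutation p was 0.214. The difference for VAM changed sign, to -0.21 without replicate 1 and to -0.08 without Vmut4#4, so a single replicate or line may decide it.

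More genes were called in the response of VAM to infection (5299) than in that of Control (3536), a ratio of 1.5. The paper does not discuss this difference. The pair of genotypes and its direction were found from these counts. Of 60 splits between genotypes, 1 set VAM above Control by as much, 2 set them apart by as much either way and 3 had as large a gap between any 2 genotypes, so chance cannot be excluded. The total-least-squares slope between the VAM and Control responses over the 4058 genes called in GmPH was 1.12, and 1 to 1.2 with a replicate left out. The model takes 1 dispersion per gene over all libraries, so its standard errors are near equal by design. The median standard error of the response was 0.224 in Control and also in VAM. Unequal standard errors in the fit thus do not account for the counts. They cannot show whether the Control libraries had a larger spread, which was not tested. Without VAM13#P1 the ratio fell to 1.07, and without VAM19#12 it was 1.53. The difference in count thus depended on VAM13#P1, while the slope did not fall without it. The slope was 1.19 without VAM13#P1, 1.25 without VAM19#12 and 0.967 without the null segregant. The infection scores of the P. sojae-inoculated libraries, on genes called in GmPH, were 2.54 to 2.81 in VAM13#P1 and 1.98 to 2.21 in VAM19#12 (3 libraries each), and in Control 1.38 to 1.84 in 5 libraries and 2.58 in the sixth. Whether VAM13#P1 alone or both VAM lines carry the difference stays open. The interaction of VAM and treatment had 0 genes past the thresholds with edgeR's quasi-likelihood test (1795 at an unadjusted p under 0.05), 3 with DESeq2's Wald test, 0 with limma-voom and 70 with edgeR without the filter.

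The share of the clusters of Supplementary Table 2 that was counted on soybean genes was 88.8% ± 2.95 in 18 mock-inoculated libraries and 81.5% ± 3.64 in 17 P. sojae-inoculated libraries (SD), a difference of 7.25 percentage points (two-sided permutation test within lane, p = 1e-05, the smallest that 100000 permutations can give). The mock-inoculated library was higher in 16 of 17 pairs. In P. sojae-inoculated tissue the share was 81.0% ± 4.13 in Control (n = 6), 81.9% ± 5.15 in GmPH (n = 5) and 81.8% ± 1.91 in VAM (n = 6). Differences between the genotypes in this share were not tested.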
